# Different Mi-2 Complexes for Various Developmental Functions in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pone.0013681

**Published:** 2010-10-27

**Authors:** Myriam Passannante, Claude-Olivier Marti, Catherine Pfefferli, Paolo S. Moroni, Stéphanie Kaeser-Pebernard, Alessandro Puoti, Peter Hunziker, Chantal Wicky, Fritz Müller

## Abstract

Biochemical purifications from mammalian cells and Xenopus oocytes revealed that vertebrate Mi-2 proteins reside in multisubunit NuRD (Nucleosome Remodeling and Deacetylase) complexes. Since all NuRD subunits are highly conserved in the genomes of *C. elegans* and *Drosophila*, it was suggested that NuRD complexes also exist in invertebrates. Recently, a novel dMec complex, composed of dMi-2 and dMEP-1 was identified in *Drosophila*. The genome of *C. elegans* encodes two highly homologous Mi-2 orthologues, LET-418 and CHD-3. Here we demonstrate that these proteins define at least three different protein complexes, two distinct NuRD complexes and one MEC complex. The two canonical NuRD complexes share the same core subunits HDA-1/HDAC, LIN-53/RbAp and LIN-40/MTA, but differ in their Mi-2 orthologues LET-418 or CHD-3. LET-418 but not CHD-3, interacts with the Krüppel-like protein MEP-1 in a distinct complex, the MEC complex. Based on microarrays analyses, we propose that MEC constitutes an important LET-418 containing regulatory complex during *C. elegans* embryonic and early larval development. It is required for the repression of germline potential in somatic cells and acts when blastomeres are still dividing and differentiating. The two NuRD complexes may not be important for the early development, but may act later during postembryonic development. Altogether, our data suggest a considerable complexity in the composition, the developmental function and the tissue-specificity of the different *C. elegans* Mi-2 complexes.

## Introduction

Epigenetics encompasses all inheritable changes capable of modulating gene expression that are not encoded by the DNA sequence itself. Such changes include modifications at the chromatin level, which can be achieved by four processes: DNA methylation, histone modifications, ATP-dependent chromatin remodeling and histone variant incorporation. The study of chromatin remodeling complexes has revealed a surprising complexity in the composition and the function of such complexes (reviewed in [1]). Based on sequence and structure, the ATPase subunits of these complexes are divided into four families: the SWI/SNF, ISWI, INO80 and CHD families. The CHD family is characterized by chromodomain containing proteins, including the Mi-2 proteins.

Mi-2 was first identified as an autoantigen in patients with dermatomyositis [2], [3], and as a key component of the Nucleosome Remodeling and histone Deacetylase (NuRD, also called NURD or NRD) complex (reviewed in [4], [5]). The vertebrate Mi-2/NuRD complex contains at least seven polypeptides. In addition to the Mi-2 protein, it also includes the class I histone deacetylases HDAC1 and HDAC2, the histone-binding proteins RbAp46/48, the methyl-binding MBD proteins and the metastasis-associated MTA proteins (reviewed in [5]). There is conflicting evidence regarding the exact composition of the NuRD complex because the vertebrate genome encodes at least two homologues for most of the NuRD subunits, including the two Mi-2 isoforms Mi-2α and Mi-2β [5]. The existence of such isoforms suggests that the vertebrate NuRD complex might not be a single molecular species and that the subunit heterogeneity reflects a functional specialization (reviewed in [5]).

In *Drosophila*, the existence of a NuRD complex has been strongly suggested by several interaction studies [6], [7], [8], [9], [10]. Recently, a new containing dMi-2 protein complex, dMec, was characterized in *Drosophila*. dMec is composed of dMi-2 and dMEP-1 [11] and is clearly distinct from the NuRD complex. dMec, which constitutes the major dMi-2 containing complex in *Drosophila* cells, is strongly expressed in embryos but its role during embryogenesis is not known. It is also involved in the repression of proneural genes of the achaete-scute complex [11].

The *C. elegans* genome encodes two Mi-2 homologues, LET-418 and CHD-3 [12]. Despite a high degree of similarity between the two proteins, the mutant phenotype resulting from loss of function of the respective genes is quite different. Strong loss-of-function alleles of *let-418* lead to sterility, a protruding vulva, ectopic induction of the vulva precursor cell P8.p and, in the absence of maternal contribution, arrest of larval development at the mid-L1 stage associated with an ectopic expression of the P granule component PGL-1 in somatic cells [12]. P granules are large, non-membrane bound, ribonucleoprotein organelles found in the germline cytoplasm of most, if not all animals [13]. This suggested that the activity of *let-418* is required to repress germline specific genes in somatic cells during development [14]. Furthermore, *let-418* negatively regulates the expression of the Hox gene *lin-39* [14]. In contrast to *let-418* animals, *chd-3* mutants show no obvious phenotype. A role for *chd-3*, however, becomes visible in *let-418;chd-3* double mutants, which arrest as embryos in the absence of a maternal *let-418* contribution [12]. Both, *let-418* and *chd-3* play a role during vulva formation. In the wild-type hermaphrodite, the vulva is formed from the descendants of three of six equivalent vulval precursor cells (VPCs). The three cells are induced by multiple cell signaling pathways to adopt vulval cell fates. A large group of genes, the synthetic multivulva (SynMuv) genes, act redundantly to repress vulval differentiation. The SynMuv genes fall into two subgroups, termed A and B. While a single loss-of-function mutation in each subgroup does not result in an obvious vulval induction defect, a mutation in each of the two classes gives rise to a robust Muv phenotype (for a review see [15]). We found that *let-418* is a class B synMuv gene, whereas *chd-3* does not show a synMuv phenotype [12]. However, *chd-3* is required redundantly with *let-418* for the proper execution of the 2° cell fate in vulval precursor cells and plays a role in the specification of the pharyngeal precursor cells [12].

To gain further insight into the different functions of the two Mi-2 paralogues in *C. elegans*, we have characterized the LET-418 and CHD-3 containing complexes. Here we show that *C. elegans* harbours two distinct and previously undescribed Mi-2/NuRD complexes and an additional LET-418 containing complex, the MEC complex. The latter also contains the Krüppel-like protein MEP-1 and represents the major LET-418 containing regulatory complex during *C. elegans* embryonic and early larval development. Our data suggest that it acts before the bean stage to restrict the germline potential of somatic cells.

## Results

### LET-418 and CHD-3 are members of two distinct NuRD complexes

Because the putative null alleles *let-418(s1617)* and *chd-3(eh4)* have a different phenotype we expected the two proteins LET-418 and CHD-3 to reside in separate complexes. As predicted, we found that anti-LET-418 antibodies failed to co-precipitate CHD-3 (Figure 1A). As a positive control we used anti-HDA-1 antibodies, since LET-418 interacts with HDA-1/HDAC (Figure 1A, second lane). These results show that LET-418 and CHD-3 do not co-precipitate, suggesting that they reside in different complexes.

**Figure 1:**
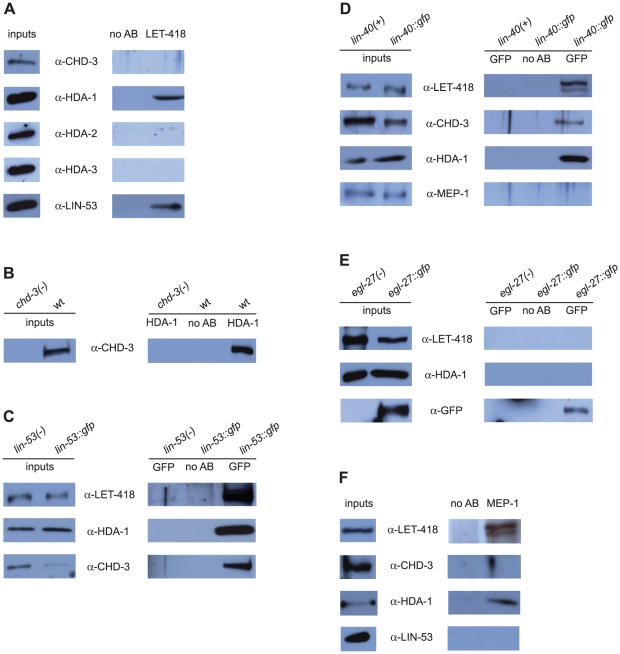
Two NuRD complexes and a MEC complex are present in *C. elegans*. (A) LET-418 interacts with HDA-1 and LIN-53, but not with CHD-3 nor with HDA-2 and HDA-3. Extracts from wild-type mixed-stage worms were precipitated with either α-LET-418 or no antibodies (negative control). Inputs and immunoprecipitates were subjected to Western analysis and immunoblotted with antibodies directed against proteins indicated next to each panel. (B) HDA-1 binds to CHD-3. Extracts from wild-type or *chd-3(eh4)* mixed-stage worms were precipitated with either α-HDA-1 or no antibodies (negative control). Inputs and immunoprecipitates were subjected to Western analysis and immunoblotted with antibodies directed against CHD-3. (C) LIN-53::GFP interacts with LET-418, HDA-1 and CHD-3. Extracts from *lin-53::gfp* or *lin-53(-)* mixed-stage worms were precipitated with either α-GFP or no antibodies (negative control). Inputs and immunoprecipitates were subjected to Western analysis and immunoblotted with antibodies directed against proteins indicated next to each panel. (D) LIN-40::GFP interacts with LET-418, HDA-1 and CHD-3, but not with MEP-1. Extracts from *lin-40::gfp* or *lin-40(+)* mixed-stage worms were precipitated with either α-GFP or no antibodies (negative control). Inputs and immunoprecipitates were subjected to Western analysis and immunoblotted with antibodies directed against proteins indicated next to each panel. (E) EGL-27::GFP does not interact with LET-418 nor with HDA-1. Extracts from *egl-27::gfp* or *egl-27(-)* mixed-stage worms were precipitated with either α-GFP or no antibodies (negative control). Inputs and immunoprecipitates were subjected to Western analysis and immunoblotted with antibodies directed against proteins indicated next to each panel. The membrane was reprobed with anti-GFP as a positive control. (F) MEP-1 interacts with LET-418 and HDA-1, but not CHD-3 nor with LIN-53. Extracts from wild-type mixed-stage worms were precipitated with either α-MEP-1 or no antibodies (negative control). Inputs and immunoprecipitates were subjected to Western analysis and immunoblotted with antibodies directed against proteins indicated next to each panel. Input: 5% of the immunoprecipitate; IP: 100% of the immunoprecipitate (1 mg of proteins). All co-immunoprecipitation experiments were reproducibly performed at least twice.

Next we searched for interactions between LET-418 or CHD-3 with various orthologues of the core NuRD components encoded by the *C. elegans* genome. First we tested whether LET-418 interacts with the three class I histone deacetylases, HDA-1, HDA-2 and HDA-3 [16]. However, LET-418 interacted only with HDA-1, but not with the two other HDACs HDA-2 or HDA-3 (Figure 1A). Similarly, we found that CHD-3 co-immunoprecipitated with HDA-1 (Figure 1B).

RbAp46 and RbAp48 (pRB-associated proteins p46 and p48, also known as RBBP7 and RBBP4, respectively) are two other members of the mammalian NuRD complex (reviewed in [17]). The *C. elegans* genome encodes two RbAp homologues, LIN-53/RBA-2 and RBA-1. To test a possible interaction of LIN-53/RbAp with the two *C. elegans* Mi-2 orthologues, a protein extract was prepared from worms carrying a partially rescuing *lin-53::gfp* fusion construct [18]. Anti-GFP antibodies against LIN-53::GFP co-immunoprecipitated both LET-418, CHD-3 and HDA-1 (Figure 1C). In a parallel approach we could also co-precipitate LIN-53 with specific anti-LET-418 antibodies (Figure 1A). Moreover, purification of LIN-53::TAP from a strain carrying a rescuing *lin-53::tap* construct yielded the same results (data not shown and see below). We also tested the second *C. elegans* RbAp46/48 orthologue RBA-1 using a strain expressing a RBA-1::TAP fusion protein. However, we found that RBA-1::TAP interacted neither with LET-418, nor with CHD-3 or HDA-1 (data not shown). Thus, our data suggested that the *C. elegans* Mi-2 LET-418 and CHD-3 interact only with LIN-53/RbAp, but not with RBA-1/RbAp.

The MTA proteins are additional components of the vertebrate NuRD complexes (reviewed in [5]). The genome of *C. elegans* encodes two proteins with homology to MTA1, namely LIN-40 (also called EGR-1) and EGL-27. LIN-40 is structurally more related to the vertebrate MTA family than EGL-27 [5]. Using protein extracts made from worms carrying a rescuing *lin-40::gfp* fusion construct [19], we could co-immunoprecipitate LET-418, CHD-3 and HDA-1 with LIN-40::GFP (Figure 1D). We also tested the second MTA orthologue EGL-27. Immunoprecipitation of a rescuing EGL-27::GFP construct [20] yielded neither LET-418, nor CHD-3 or HDA-1 (Figure 1E and data not shown). Altogether, these results suggested that LET-418, CHD-3 and HDA-1 interact with LIN-40/MTA but not with EGL-27/MTA.

To corroborate our co-immunoprecipitation data, we undertook a complex purification using the TAP (tandem affinity purification) method that was adapted to *C. elegans*. Since we could not obtain a full-length LET-418 tagged protein, we tagged the LIN-53/RbAp protein that interacts with both *C. elegans* Mi-2 orthologues (see above). The resulting *lin-53::tap* fusion construct was able to rescue the synMuv phenotype of *lin-15A;lin-53(n833)* worms. Upon tandem affinity purification of LIN-53::TAP, we co-precipitated the NuRD subunits LET-418/Mi-2, CHD-3/Mi-2, HDA-1/HDAC and LIN-40/MTA, but not the orthologues EGL-27/MTA and RBA-1/RbAp (Table 1). Besides the NuRD components, we isolated additional proteins, among them several members of the DRM and the NURF-like complexes. This was expected since these two protein complexes also contain LIN-53 [21], [22].

**Table 1:** LIN-53::TAP co-precipitates NuRD complex core components.

Protein	Description
LIN-53	Nucleosome remodeling factor
LET-418	Mi-2 orthologue
CHD-3	Mi-2 orthologue
HDA-1	Histone deacetylase 1
LIN-40	MTA1 orthologue
NURF-1	Nucleosome remodeling factor
ISW-1	Chromatin remodeling complex ISWI
LIN-59	Putative transcription factor ASH1
LIN-9	Rb pathway protein
LIN-37	-
UNC-82	Predicted serine/threonine protein kinase
TAG-235	Histone acetyltransferase
CPSF-1	mRNA cleavage and polyadenylation factor

LIN-53::TAP containing complexes were subjected to tandem affinity purification. Proteins co-purified with LIN-53::TAP were identified by liquid chromatography tandem mass spectrometry. Proteins were identified using a ProteinLynx Global server and Mascot Search engines.

Altogether biochemical data suggests the presence of two different NuRD complexes in *C. elegans*. They differ in their Mi-2 orthologues LET-418 or CHD-3, but share the same core subunits HDA-1, LIN-53 and LIN-40. Their respective homologous proteins HDA-2/-3, RBA-1 and EGL-27 did not interact, although we cannot rule out that in some tissues or developmental stages they may reside in the same complex.

### The LET-418/Mi-2 containing NuRD complex functions in the synMuv B pathway

LET-418 acts in the SynMuv B pathway [12]. If LET-418 functions during vulva development as a component of a NuRD complex, we would expect that the genes encoding the other components of this complex also behave as synMuv B genes. Consistent with this hypothesis, *hda-1*, *lin-53* and *lin-40* are also synMuv B genes [12], [18], [23], [24], [25]. Depletion of *rba-1* and *egl-27* in a *lin-15A*, *lin-15B* or *lin-35* background, on the other hand, did not result in a synMuv phenotype (Table 2 and [26]), suggesting that they are not synMuv genes. Likewise, *chd-3*, *hda-2* and *hda-3* are also not part of the synMuv B nor the synMuv A pathways [12], [18]. Altogether, these data are of twofold interest. First, they support the idea that a LET-418, HDA-1, LIN-53 and LIN-40 containing NuRD complex may act via the synMuv B pathway. Secondly, they provide genetic evidence that CHD-3, HDA-2, HDA-3, RBA-1 and EGL-27 do not act in the NuRD complex with LET-418.

**Table 2:** *rba-1 and egl-27* are not synMuv B genes.

Genotype	% Muv (n)
N2; *rba-1(RNAi)*	0 (132)
*lin-15A(n767); rba-1(RNAi)*	0 (365)
*lin-15B(n744); rba-1(RNAi)*	0 (9)*
*lin-35(n745); rba-1(RNAi)*	0 (9)*
*lin-15A(n767); lin-53(RNAi)*	74 (243)
N2; *egl-27(RNAi)*	0 (798)
*lin-15A(n767); egl-27(RNAi)*	0 (899)
*lin-15B(n744); egl-27(RNAi)*	0 (9)*
*lin-35(n745); egl-27(RNAi)*	0 (40)
*lin-15A(n767); lin-40(RNAi)*	0 °
*egl-27(n170);* HT115	0 (172)
*egl-27(n170); lin-15A(RNAi)*	0 (253)
*egl-27(n170); lin15B(RNAi)*	0 (450)
*egl-27(n170); lin-35(RNAi)*	0 (395)
*lin-40(ku285); lin-15A(RNAi)*	22 (11)

*no adults or only few adults were obtained because most of the worms arrested as larvae.

° synMuv only with *lin-40(ku285)* allele (Chen *et al.*, 2001).

The genetic background, the percentage of synMuv and the number of animals counted (n) are indicated.

### MEP-1 and LET-418 reside in a complex distinct from NuRD

Previously, it was found that the *C. elegans* Krüppel-like protein MEP-1 interacts with LET-418 and HDA-1 ([27] and Figure 1F). To further characterize this interaction and to see whether it occurs in the context of a NuRD complex, we tested if MEP-1 binds to the NuRD components LIN-53/RbAp and LIN-40/MTA. However, we could not co-precipitate MEP-1 with LIN-53 (Figure 1F) nor with LIN-40::GFP (Figure 1D). We then asked whether MEP-1 was able to physically interact with the second *C. elegans* Mi-2 orthologue CHD-3. We found that CHD-3 did not co-precipitate with MEP-1 (Figure 1F). These results suggested that MEP-1 only interacts with LET-418 and HDA-1 but not with CHD-3 to form a complex that is distinct from the previously described NuRD complexes. By analogy to the *Drosophila* dMec, we named the *C. elegans* LET-418 and MEP-1 containing complex “MEC complex”. However, in the dMec no histone deacetylase activity was detected [11].

Both, arrested *let-418* and *mep-1* L1 larvae show ectopic expression of the P granule component PGL-1 in their somatic cells [27], suggesting that a LET-418 and MEP-1 containing MEC complex is required to repress *pgl-1* in somatic cells. To test whether other LET-418 interacting proteins may also be involved in the control of *pgl-1* expression, we fed L1 larvae with dsRNA corresponding to all genes encoding NuRD complex components. Upon staining with anti-PGL-1 antibodies, we found ectopic PGL-1 expression only in *let-418(RNAi)* and *mep-1(RNAi)*, but not in *lin-53*/RbAp, *lin-40*/MTA, *chd-3*/Mi-2, *hda-2*/HDAC, *hda-3*/HDAC, *rba-1*/RbAp and *egl-27*/MTA RNAi-depleted worms (Table 3). Due to the high percentage of dead embryos in *hda-1(RNAi)* worms [16], we could not analyze the effect of HDA-1 on PGL-1 expression.

**Table 3:** The MEC complex regulates *pgl-1* expression in L1 larvae.

	Gene inhibited by RNAi a	ectopic PGL-1 staining	*pgl-1* mRNA fold change
	control RNAi	no	1
MEC complex	*let-418*	yes^b^	54.2
	*mep-1*	yes^b^	62.7
	*hda-1*	n.d.^d^	n.d.^d^
LET-418 NuRD complex	*let-418*	yes^b^	54.2
	*hda-1*	n.d.^d^	n.d.^c^
	*lin-53*	no^c^	0.5
	*lin-40*	no	0.5
CHD-3 NuRD complex	*chd-3*	no	0.5
	*hda-1*	n.d.^d^	n.d.^d^
	*lin-53*	no^b^	0.5
	*lin-40*	no	0.5
non NuRD homologues	*hda-2*	no	0.03
	*hda-3*	no	0.1
	*rba-1*	no	1.8
	*egl-27*	no	0.5

a Efficiency of all dsRNAs were tested by looking for the expected phenotype.

b Unhavaithaya *et al.* (2002).

c Wang *et al.* (2005).

d could not be determined due to the very high percentage of dead embryos in *hda-1(RNAi)* worms.

The genetic background and the presence/absence of ectopic P granules in the different mutant background are indicated, as well as the fold change of *pgl-1* mRNA.

In a parallel approach, we performed qRT-PCR experiments to determine the *pgl-1* mRNA levels in animals depleted for *let-418*, *mep-1* and all genes encoding NuRD complex components. Consistent with the previous results, we found that *pgl-1* mRNA levels were upregulated only in *let-418(RNAi)* and *mep-1(RNAi)* L1 larvae, but not in animals that were RNAi-depleted for *lin-53*, *lin-40*, *chd-3*, *hda-2*, *hda-3*, *rba-1* and *egl-27* (Table 3). Altogether, the genetic data demonstrated that *pgl-1* is jointly regulated by LET-418 and MEP-1, but not by NuRD subunits, thus supporting the notion that MEC and NuRD are distinct functional complexes.

### The MEC and NuRD complexes differentially repress *lag-2::gfp* expression

Earlier, it was shown that LET-418 negatively regulates the expression of a *lag-2::gfp* reporter gene in the gut [28]. In wild-type animals *lag-2::gfp* is expressed in the Distal Tip Cells (DTCs) and weakly along the ventral nerve cord (Figure 2A and [29]), whereas in *let-418* mutants it shows an additional strong expression in the intestine (Figure 2B and [28]). A wild-type expression pattern was also observed in *chd-3(RNAi)* animals (Figure 2C), suggesting that CHD-3 is not involved in the regulation of *lag-2::gfp*. To determine, which of the LET-418 containing complexes might be responsible for the suppression of the ectopic expression, we analyzed the *lag-2::gfp* expression in L3 larvae that were RNAi-depleted for *mep-1*, *hda-1*, *lin-53* and *lin-40*. To our surprise, we reproducibly found three characteristic types of *lag-2::gfp* expression patterns. Strong intestinal *lag-2::gfp* expression was only observed in *let-418(RNAi)*, *mep-1(RNAi)* and *hda-1(RNAi)* worms (Figures 2B, 2D–2E) and [30]), whereas in *lin-53(RNAi) lag-2::gfp* was expressed mainly in the epidermis but clearly not in the intestine (Figure 2F). Finally, in *lin-40(RNAi)* worms, *lag-2::gfp* was strongly expressed only in the two most anterior cells of the intestine and in a weaker manner in a few posterior intestinal cells (Figure 2G). Worms that were RNAi-depleted for the non-NuRD proteins encoding genes *hda-2*, *hda-3*, *rba-1*, *egl-27* and *mbd-2*, had a wild-type *lag-2::gfp* expression pattern (data not shown). These results suggested that the MEC complex might negatively regulate *lag-2::gfp* expression in the intestine. *lin-53(RNAi)* and *lin-40(RNAi)* produced different *lag-2::gfp* expression patterns (see Figure 2F–2G), suggesting that NuRD and/or other LET-418 containing complexes may play additional, tissue-specific roles in the regulation of the *lag-2::gfp* reporter outside of the gut.

**Figure 2:**
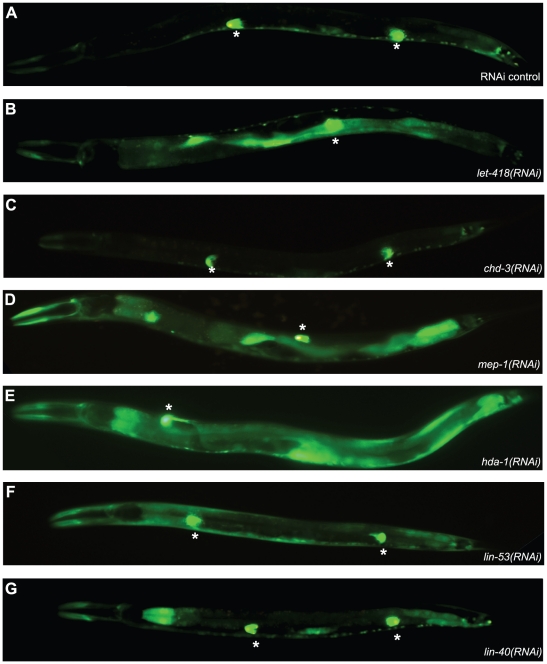
The MEC complex negatively regulates *lag-2::gfp* expression in the gut. The *lag-2::gfp* transgene is expressed in the gut of *let-418(RNAi)*, *mep-1(RNAi)* and *hda-1(RNAi)* L3 larvae. (A) L3 worms carrying *lag-2::gfp* transgene and fed bacteria containing empty vector (RNAi control) (A) show expression in the Distal Tip Cells (DTC) and in the ventral nerve cord. No ectopic expression is observed. (B, D–E) *lag-2::gfp* is ectopically expressed in the gut of *let-418(RNAi)* (B), *mep-1(RNAi)* (D) and *hda-1(RNAi)* (E) L3 larvae. (C) No ectopic expression is observed in *chd-3(RNAi)* L3 larvae. (F) *lag-2::gfp* is mainly expressed in the epidermis in *lin-53(RNAi)* L3 larvae. (G) *lag-2::gfp* is ectopically expressed only in two cells in the most anterior part of the intestine in *lin-40(RNAi)* L3 larvae. The asterisk marks the DTC.

### LET-418 and MEP-1 regulate common target genes

The repression of the germline gene *pgl-1* and the transgene *lag-2::gfp* in the gut by LET-418 and MEP-1 implies a common role for the two proteins in regulating tissue-specific gene expression throughout development. To identify potential target genes, we performed a genome wide gene profile analysis in *let-418* and *mep-1* depleted animals. 

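*let-418*, which encodes the Mi-2 ATPase of the MEC complex, did not have a lower signal on the arrays labelled *let-418(RNAi)*. Its scaled signal there was 1595, 1479 and 2276 (mean 1783 ± 431, SD, n = 3), against 815, 1012 and 917 on the *gfp(RNAi)* arrays (915 ± 98.9, n = 3) and 855, 1139 and 1043 on the arrays labelled *mep-1(RNAi)* (1012 ± 144, n = 3). This was a log2 fold change of 0.94 against *gfp(RNAi)* (standard error 0.18, adjusted p = 0.0043 from limma). *mep-1*, which encodes the zinc-finger partner of LET-418, had signals of 1502, 1614 and 1580 on the arrays labelled *mep-1(RNAi)* (1565 ± 57.5, n = 3) and of 1497 ± 79.0 (n = 3) on the *gfp(RNAi)* arrays, a log2 fold change of 0.06 (standard error 0.12, adjusted p = 0.78 from limma). The dsRNA inserts were 440 bp (*let-418*) and 900 bp (*mep-1*) long according to the submitters, and their position relative to the probe sets is not given in the sources used here. Neither signal therefore shows how far the targeted mRNA was depleted, and the knockdown arrays are named by their labels throughout.

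**Figure D1:**
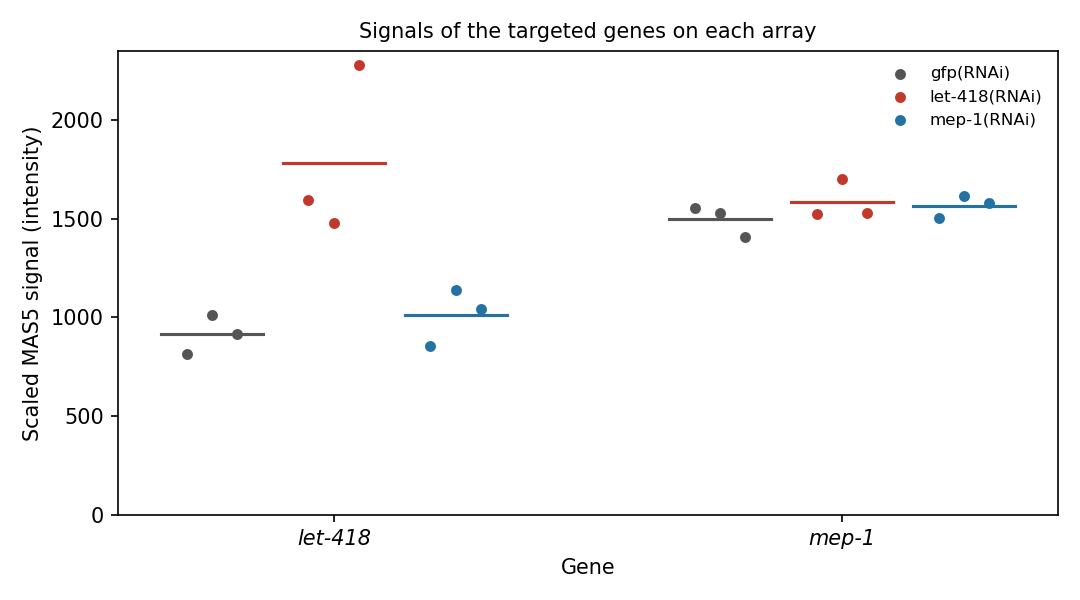
Scaled MAS5 signal (intensity, linear axis) of *let-418* and *mep-1* on each array labelled *gfp(RNAi)*, *let-418(RNAi)* or *mep-1(RNAi)*. Points are single arrays and lines are group means. The *let-418* signals of the arrays labelled *let-418(RNAi)* lie between 1479 and 2276, above those of both other groups, and the *mep-1* signals of all 9 arrays lie between 1407 and 1700.

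Total RNA of arrested L1 larvae was measured on the Affymetrix *C. elegans* Genome Array, on which a probe set of short oligonucleotides reports each transcript. There were 3 groups of 3 arrays, from parents and larvae fed bacteria expressing *gfp*, *let-418* or *mep-1* dsRNA at 25 °C, with the hatched larvae fed for 3 h. The labels give each array a batch number from 1 to 3 that the groups share, and the paper describes independent batches. The paper gives 10 µl of packed worms per RNA isolation, while the labels give 40 to 50 µl, and 2 µg of total RNA entered the labelling. The authors summarised the probe intensities with the MAS5 algorithm to 1 linear signal for each of 22548 probe sets. Of these, 20766 named 1 gene, 887 named several and 895 named none, and the genes named alone numbered 17118. The methods describe a global scaling of each chip's trimmed mean to a target, but the trimmed means of the signals used here differed between arrays, so that step was applied (2.0% trimmed at each end, factors of 0.743 to 1.55). The scaled signals were put on the log2 scale with no offset and all 9 arrays were fitted in limma with 3 group means. A probe set was called changed at an adjusted p under 0.05 and a fold change of at least 2. MAS5 signals near the floor of the array vary strongly, so that large fold changes from dim controls depend on whether an offset is added before the log2 step, and the number of arrays limits the precision of every value.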

For our experiments we chose arrested L1 larvae, which also show ectopic P granule expression [12]. Since *mep-1(q660)* mutants are sterile [31], we used RNA interference to generate *mep-1* and *let-418* depleted worms. Animals fed with bacteria expressing *gfp* dsRNA (pPE128.110 in HT115) were used as reference sample. Deregulated genes with a *p*-value of ≤0.01 and fold change ≥ ±2 were further analyzed. The microarray results were validated by qRT-PCRs on ten randomly selected genes deregulated in both *let-418(RNAi)* and *mep-1(RNAi)* (five up- and five downregulated genes). The results confirmed the microarray data for all ten genes (Figure S1).

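Genes with qRT-PCR primers in the study moved in both directions on the arrays. Of the 26 that were measured, 17 were higher, 6 were lower and 3 did not pass an adjusted p of 0.05 from limma on the arrays labelled *let-418(RNAi)*, and the numbers were the same on the arrays labelled *mep-1(RNAi)* (18 higher and 6 lower in each when adjusted over the list alone). *chil-18*, a chitinase-like gene, had log2 fold changes of 6.07 (standard error 0.44, adjusted p = 3.5e-06) and 6.59 (adjusted p = 1.5e-06) from a signal of only 2.83 ± 1.35 (SD, n = 3) in *gfp(RNAi)* larvae. With an offset added before the log2 step these were 3.04 and 3.52. *hpo-6* rose by 1.68 and 2.21 on the log2 scale (adjusted p = 1.3e-04 and 1.4e-05). *cest-3*, a carboxylesterase gene, fell by 2.57 on the log2 scale on the arrays labelled *let-418(RNAi)* (adjusted p = 0.005) and by 1.67 on those labelled *mep-1(RNAi)* (adjusted p = 0.044), and *alh-7*, an aldehyde dehydrogenase gene, fell by 1.50 and 1.19 (adjusted p = 1.3e-04 and 6.6e-04). *amt-4*, an ammonium transporter gene, had log2 fold changes of -1.67 and -0.96 (adjusted p = 5.7e-05 and 0.0028). The 3 genes that did not pass were *mex-1* (1.52 and 1.53), *nlp-5* (-0.42 on the arrays labelled *mep-1(RNAi)*, adjusted p = 0.4) and *fbxa-103*, whose signals lay near the floor of the array. For the genes of Figure S1 the paper reports qRT-PCR changes that ran the same way as the arrays. For 6 genes of Figure S2, among them *mcm-7* and *ego-1*, it reports none, and for the remaining 6 changes in both knockdowns. These assays do not settle how far *let-418* and *mep-1* mRNA were depleted, for which the paper refers to the expected phenotype of each dsRNA. The study chose most of these genes from its own lists of the same arrays, so their count is not independent evidence of direction, and the text does not name which of them Figure S1 shows.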

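The genes *pals-28*, *fbxa-75* and *droe-8* were among those that rose most, and *C06E4.3* and *cyp-33D3* were among those that fell most, in larvae whose *let-418* and *mep-1* signals were not lowered. On the arrays labelled *let-418(RNAi)*, 1475 probe sets were higher and 621 were lower than in *gfp(RNAi)* larvae, naming 1262 and 527 distinct genes. On the arrays labelled *mep-1(RNAi)*, 1529 were higher and 744 were lower, naming 1304 and 637 genes. The 13 genes with the largest rises had mean signals of 1.10 to 36.2 in *gfp(RNAi)* larvae and of 304 to 8550 on the arrays labelled *let-418(RNAi)*, and all 13 were called in both comparisons. They were *pals-28*, *pals-2*, *fbxa-75*, *fbxa-158*, *ddn-1*, *droe-8*, *F49H6.5*, *F57G4.11*, *F26D11.13*, *F07E5.9*, *B0507.8*, *C53A5.9* and *Y94H6A.2*. *pals-28* rose from a signal of 1.13 ± 0.185 (SD, n = 3) to 1112 ± 150 and 1950 ± 758, by 9.95 and 10.70 on the log2 scale (adjusted p = 3.9e-09 and 1.7e-09 from limma). *ddn-1* had the highest level of these genes, 8548 ± 1200 and 10410 ± 1360 against 36.2 ± 13.5 (SD, n = 3 each, adjusted p = 1.1e-08 and 6.3e-09 from limma). With an offset of 21.0, the 25th percentile of all signals, added before log2, the rises of the 13 genes were 3.85 to 7.25 and 4.01 to 7.53, and all stayed past an adjusted p of 0.05.
The 14 genes with the largest falls were *C06E4.3*, *F54H12.8*, *dod-3*, *cror-2*, *scl-24*, *lbp-8*, *Y6B3B.2*, *F12E12.12*, the chemoreceptor gene *srt-47*, the cytochrome P450 genes *cyp-33D3*, *cyp-13A7* and *cyp-13A4*, and the C-type lectin genes *clec-53* and *clec-69*, of which 11 were called in both comparisons. *C06E4.3* fell from a signal of 1811 ± 492 to 63.8 ± 9.70 and 38.6 ± 3.55 (SD, n = 3 each, log2 fold changes of -4.80 and -5.52, adjusted p = 1.4e-07 and 3.7e-08 from limma). *cyp-33D3* fell from 683 ± 317 to 33.1 ± 10.5 and 32.4 ± 6.38 (SD, n = 3 each, log2 fold changes of -4.32 and -4.33, adjusted p = 6.1e-06 and 5.0e-06). *clec-69* passed the test on the arrays labelled *let-418(RNAi)* only (-3.76 against -0.85, adjusted p = 5.6e-04 and 0.33), and its difference between the knockdowns had an adjusted p of 0.26. With the offset the changes of the 14 genes were -4.41 to -0.17 and -4.91 to -0.40, *clec-69* had -1.26 and -0.45, and 12 genes passed an adjusted p of 0.05 in both comparisons. Several of the 14 had knockdown signals at the floor of the array. In data simulated at the spread of these arrays, with 200 of 22548 probe sets changed, limma called 21% of changes of 2-fold for *let-418(RNAi)*. It called 71.5% of 4-fold and 81.2% of 8-fold changes. Of the 2-fold changes 30.6% passed the adjusted p, and the fold limit removed some of these. Far fewer probe sets changed in the simulation than were called here, which makes the adjusted threshold stricter there. Its shares show only that smaller changes were missed more often in the simulation.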

A total of 1113 genes showed changed expression levels in *let-418(RNAi)* L1, whereas 1104 genes were deregulated in *mep-1(RNAi)* worms. Given the similar phenotype of *let-418(RNAi)* and *mep-1(RNAi)* animals and the physical interaction of LET-418 and MEP-1, we expected a comparable gene expression profile. Indeed, we found that 914 (82%) of the deregulated genes were common between *let-418(RNAi)* and *mep-1(RNAi)* animals (henceforth referred to as “common genes”). 

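Most genes called on one set of knockdown arrays were called in the same direction on the other. There were 1671 probe sets called in both comparisons, which is 79.7% of those called on the arrays labelled *let-418(RNAi)* and 73.5% of those called on the arrays labelled *mep-1(RNAi)*. They included the germline genes *him-3* and *glh-1*, which rose, and the glutathione S-transferase gene *gst-4*, which fell. 1 probe set, that of *tag-293*, was called in opposite directions. Lists of these sizes drawn independently would share 100 higher and 20.5 lower probe sets, where 1237 and 434 were found. Groups simulated without change that shared simulated controls had 0 common probe sets on average in 20 simulations. Their noise was independent for each probe set. This value therefore leaves out the real effects and any deviation of the *gfp(RNAi)* arrays that many probe sets share. Both comparisons use the same *gfp(RNAi)* arrays, and 3 controls cannot be divided into parts of at least 2, so part of this excess may come from the shared controls.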

The majority of them (70%) were upregulated. 

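Rising genes outnumbered falling genes among those called in both comparisons. Of the 1671 common probe sets, 1237 were higher and 434 were lower, a share of 74.0% higher. Germline genes such as *glh-1*, *prg-1* and *rec-8* and the *pals* genes were on the higher side, and glutathione S-transferase genes such as *gst-4* and *gst-33* on the lower side. Within the separate batches, 2982 to 3997 probe sets changed at least 2-fold in both comparisons, and 61.3% to 67.9% of them were higher. On the arrays labelled *let-418(RNAi)* alone the share of calls that were higher was 70.4%, and with quantile normalized signals it was 64.4%. On the arrays labelled *mep-1(RNAi)* the share was 67.3%, and it moved with the scaling to 58.1% (1345 higher and 970 lower) with quantile normalization and to 52.2% (878 higher and 804 lower) with the signals left unscaled. The unscaled signals shift the median log2 fold change of all probe sets to -0.27 on these arrays, against 0.02 after scaling.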

Analyses using the statistical software MAGMA with R-scripts revealed a very strong correlation between their deregulation pattern of these genes. 

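Most probe sets called in the same direction in both comparisons had fold changes of similar size in both. For 1640 of the 1671 common probe sets, which is 98.1%, the fold changes of the 2 comparisons lay within 2-fold of each other. *cyp-33D3* had log2 fold changes of -4.32 and -4.33, while *clec-60*, a C-type lectin gene, rose by 6.10 and 6.97 (adjusted p = 1.1e-08 and 4.6e-09 from limma). Across the common probe sets, with a fall written as a negative fold change, Pearson's r was 0.966 and Spearman's rho 0.968, and on the log2 scale Pearson's r was 0.987, with 0.971 among those that were higher and 0.857 among those that were lower. These probe sets were selected for changing the same way in both comparisons. Across all 22548 probe sets, Pearson's r of the log2 fold changes was 0.851 and Spearman's rho 0.775. These are correlations across genes, which are not independent replicates. Within single batches r of the signed fold changes was 0.953 to 0.975, and r of the log2 fold changes was 0.970 to 0.973 over the common and 0.692 to 0.748 over all probe sets. Simulated groups without change and with independent noise per probe set had an r of 0.500 over all probe sets from sharing their simulated controls. The covariance was 0.778 where simulation gave 0.110, a difference of 0.667, and 81.2% of probe sets had the same sign where simulation gave 66.7%. With no control array in common, which leaves single arrays on each side, r of the signed fold changes was 0.439 to 0.708, and r of the log2 fold changes was 0.880 to 0.922 over the common and 0.406 to 0.513 over all probe sets. The values within single batches also came from single arrays, but with a shared control.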

A standard correlation factor of R = 0.98 was calculated according to the linear regression (R = 1 means that the relation is linear), demonstrating that gene expression was deregulated very similarly in *let-418(RNAi)* and *mep-1(RNAi)* depleted L1 larvae (Figure 3). The high degree of correlation between the expression profiles is consistent with the idea that most, if not all, of those genes are controlled by the same MEC complex.

**Figure 3:**
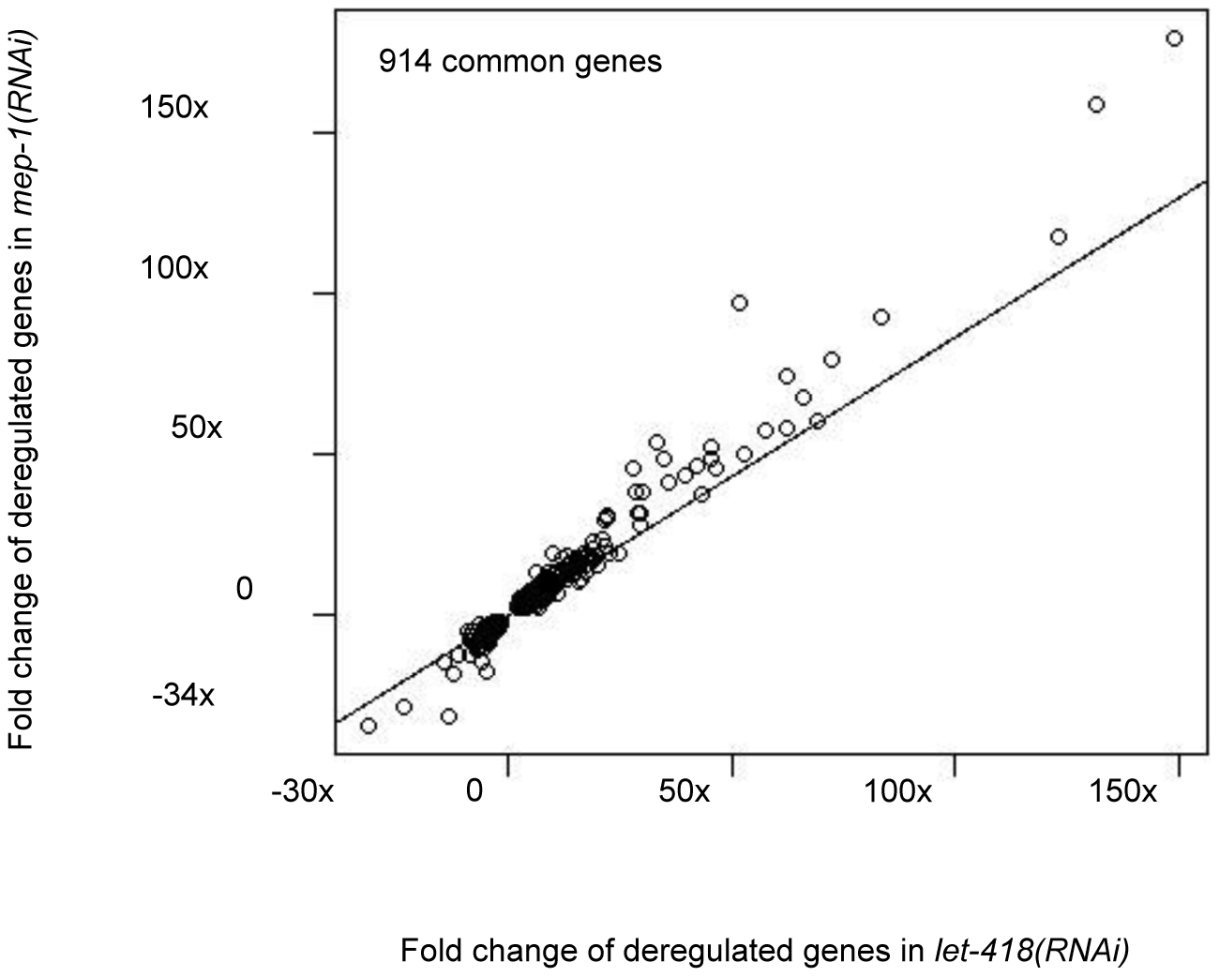
LET-418 and MEP-1 regulate common target genes. A strong correlation is observed between the genes deregulated in *let-418(RNAi)* and *mep-1(RNAi)* L1 larvae. The fold change of each of the common genes was plotted on the graph (X-axis: fold change of *let-418(RNAi)* genes, Y-axis: fold change of the *mep-1(RNAi)*). Each circle represents a single gene. A standard correlation factor of R = 0.98 was calculated according to the linear regression.

To test whether LET-418 and MEP-1 can also function independently from each other at this stage of development, we focused on the 18% of genes that were deregulated exclusively on either the *let-418(RNAi)* or the *mep-1(RNAi)* microarray. The expression of most of these genes was only moderately affected with a fold change around ±2. 

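Most genes called on only one set of knockdown arrays had the same sign on the other set, without reaching the thresholds there. The 424 probe sets called only on the arrays labelled *let-418(RNAi)* (237 higher and 187 lower) had a median fold change of 2.46, and 65.1% of them lay between 2-fold and 3-fold. In the called direction, their median fold change on the arrays labelled *mep-1(RNAi)* was 1.85, 97.4% of them had the same sign there, and 133 passed an adjusted p of 0.05 from limma. The 601 called only on the arrays labelled *mep-1(RNAi)* (292 higher and 309 lower) had a median fold change of 2.41, with 68.6% between 2-fold and 3-fold, and a median of 1.86 on the other set, where 98.2% had the same sign and 194 passed the same test. Both comparisons use the same *gfp(RNAi)* arrays, which by itself raises the share with the same sign. In groups simulated without change this share was 66.7% over all probe sets, and none was computed for probe sets selected this way. *cyp-13A4*, a cytochrome P450 gene, had a log2 fold change of -4.54 on the arrays labelled *mep-1(RNAi)* (adjusted p = 0.0083) and was 4.29-fold lower without passing on those labelled *let-418(RNAi)* (adjusted p = 0.19), but without replicate 3 of *mep-1(RNAi)*, whose signal was 1.09 where the others had 29.8 and 29.4, the first was -2.95 and both passed. *lag-2*, which encodes a Notch ligand, had log2 fold changes of -0.88 (adjusted p = 0.033) and -1.38 (adjusted p = 0.0025), so that only the second reached the fold limit. The paper reports the opposite direction for a *lag-2::gfp* reporter in the gut of both knockdowns. That reporter was scored in L3 larvae, while the arrays measured mRNA of whole L1 larvae. Of the 424 and of the 601 probe sets, 0 passed an adjusted p of 0.05 from limma in the direct comparison of the 2 knockdowns. Smaller changes were missed more often in the simulation, so this count cannot exclude modest differences between the knockdowns.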

We tested the expression levels of 12 randomly selected genes by qRT-PCR analysis (six specifically deregulated genes were chosen on each microarray list). We found that the expression of six of them was not affected, neither in *let-418(RNAi)* nor in *mep-1(RNAi)* animals, whereas the six remaining genes were deregulated in both, *let-418(RNAi)* and in *mep-1(RNAi)* L1 larvae (Figure S2A–S2B). Thus, the 12 tested genes corresponded either to false negative or false positive signals on their microarrays and we could find no evidence for LET-418 and MEP-1 acting independently from each other. Therefore, we can conclude that MEC represents the major LET-418/Mi-2 containing gene regulatory complex acting during early larval development in *C. elegans*.

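Of the genes that Figure S2 lists as called on one kind of array and unaffected by qRT-PCR, 5 were measured here. *nadk-2* (Y17G7B.10), a NAD kinase gene, rose by 1.38 and 1.21 on the log2 scale on the arrays labelled *let-418(RNAi)* and *mep-1(RNAi)* (adjusted p = 8.1e-05 and 2.0e-04 from limma). *W07G4.5* rose by 1.50 and 1.10 (adjusted p = 2.4e-04 and 0.0021), and *nmad-1* (F09F7.7) by 1.55 and 1.01 (adjusted p = 2.4e-04 and 0.0043). *mcm-7*, a subunit of the replicative helicase, fell from a signal of 1873 ± 338 to 979 ± 47.7 and 997 ± 138 (SD, n = 3 each, log2 fold changes of -0.92 and -0.90, adjusted p = 0.0025 and 0.0026), short of the fold limit in both comparisons. *ego-1*, a germline RNA-dependent RNA polymerase gene, rose by 1.22 and 1.52 (adjusted p = 0.012 and 0.0032). In the direct comparison of the knockdowns these 5 genes had adjusted p-values of 0.81 to 1. *ama-2* had no probe set under that name and was not analysed here.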

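Only *tag-293* differed between the knockdowns at an adjusted p under 0.05. Its signal was 214 ± 48.5 on the arrays labelled *let-418(RNAi)*, 15.0 ± 7.52 on those labelled *mep-1(RNAi)* and 68.6 ± 17.6 in *gfp(RNAi)* larvae (SD, n = 3 each). This is a log2 fold change of -3.95 between the knockdowns (standard error 0.39, adjusted p = 0.011 from limma), and with the batch as a block the adjusted p was 0.14 and 0 probe sets were called. *glh-1*, *pgl-1*, *him-3* and the *pals* genes, which rose in both comparisons, were not called between the knockdowns. At an unadjusted p under 0.05 there were 1264 probe sets, where 1127 are expected by chance, and the methods' t-test found 83 at its own thresholds and 0 after adjustment. The count rests on single arrays, since it was 14 without replicate 3 of *mep-1(RNAi)*, 2 without replicate 3 of *gfp(RNAi)* and 0 without any 1 of the *let-418(RNAi)* arrays. As lists, P granule components were slightly higher on the arrays labelled *mep-1(RNAi)* than on those labelled *let-418(RNAi)* (median log2 difference 0.24, but 0.02 with unscaled signals, camera adjusted p = 9.9e-04, but adjusted p = 0.27 with an estimated correlation). 10 of the 32 lists passed in this way and 0 with an estimated correlation. The signals of *let-418* and *mep-1* themselves were not lowered on their own arrays. From the similar profiles of the knockdowns, and from qRT-PCR of genes called on one array list that turned out unaffected or affected in both, the paper reports no evidence that the proteins act independently and concludes that MEC is the major regulatory complex containing LET-418 in early larvae.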

### LET-418 and MEP-1 regulate germline specific and early embryonic genes

Since *let-418* and *mep-1* were proposed to repress the germline potential in somatic cells during embryonic and early larval development [27] and our own observation), we were interested to determine how many germline expressed genes were deregulated in *let-418(RNAi)* and *mep-1(RNAi)* depleted L1 larvae. Recently, Wang et al. [32] have identified 4699 germline expressed genes from a SAGE library constructed from dissected *C. elegans* hermaphrodite gonads from young adults. They correspond to about 21% of all predicted *C. elegans* genes, and henceforth will be referred to as “germline genes”. We compared them with our 914 common genes co-regulated by LET-418 and MEP-1 and identified 222 (24.3%) putative germline genes among them. Although the germline genes were statistically not overrepresented among the deregulated genes, the fact that most of them (187 genes) were upregulated indicated a possible shift of the gene expression pattern towards germline specificity in *let-418(RNAi)* and *mep-1(RNAi)* depleted L1 larvae,

To further investigate this issue, we have searched for genes which expression is enriched in, or specific for germ cells. Such genes are suggested to have roles specific to germline functions. Since in *C. elegans* L1 larvae germline proliferation has not yet begun, the larvae only contain two germ cells (Z2 and Z3). Therefore, we expected germline-specific genes to be underrepresented or even absent from L1 larvae. Among the 4699 germline genes, Wang et al. identified 733 (15.6%) germline-enriched and 330 (7%) germline-specific genes. We have compared their data with the list of our common genes and found that they include 19 (8.5%) germline-enriched and 40 (18%) germline-specific genes. With the exception of two germline-enriched and one germline-specific genes they are all overexpressed and, particularly, the germline-specific genes are statistically overrepresented among the common genes. 

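Genes of oocytes and egg activation were higher on the knockdown arrays, while few sperm genes changed. Of 22 measured oocyte and egg activation genes, 12 were higher and none was lower on the arrays labelled *let-418(RNAi)*, and 14 were higher and none was lower on those labelled *mep-1(RNAi)*, at an adjusted p under 0.05 from limma (14 and 18 higher when adjusted over the list alone). Their median log2 fold changes were 0.95 and 1.20 (camera adjusted p = 1.8e-08 and 1.1e-09, and adjusted p = 0.02 and 0.015 with an estimated correlation), with medians within single batches of 0.81 to 1.00 and 1.22 to 1.34. *oma-1*, which encodes a zinc-finger protein of oocyte maturation, rose by 2.65 and 2.89 on the log2 scale (adjusted p = 0.0023 and 0.0012), and *puf-11* by 2.73 and 2.82 (adjusted p = 7.0e-04 and 5.4e-04). *chs-1*, the eggshell chitin synthase gene, rose by 2.08 and 2.28 (adjusted p = 2.4e-04 and 1.2e-04), and *cbd-1*, which encodes an eggshell chitin-binding protein, by 1.93 and 2.33 (adjusted p = 2.2e-05 and 4.3e-06), with 3.43 and 3.56 in its other probe set. Of 56 measured sperm genes, 0 passed on the arrays labelled *let-418(RNAi)*, and 1 was higher on those labelled *mep-1(RNAi)*, *alg-3*, a spermatogenesis Argonaute gene (2.61, adjusted p = 0.012, against 1.65, adjusted p = 0.095). Adjusted over the list alone, none passed. The median of the sperm list on the arrays labelled *mep-1(RNAi)* was 0.10 and turned to -0.19 with unscaled signals (camera adjusted p = 0.7 and 0.91), and on the arrays labelled *let-418(RNAi)* the median (0.08) and the test's direction differed in sign. The germline-enriched and germline-specific lists of Wang et al. were not used here.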

The upregulation of germline-enriched and germline-specific genes suggests that they may be ectopically expressed in the soma, an assumption that is also supported by the finding of P granules in intestinal and some hypodermal cells of *let-418(RNAi)* and *mep-1(RNAi)* depleted L1 animals [27]. 

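Genes for P granule components were higher on the knockdown arrays, and none was lower. The list was compiled without the paper's own table of P granule genes. It includes genes, such as *pgl-1* and *glh-1*, that the paper reports as derepressed on these same arrays. For these the counts are not independent evidence. Of its 41 measured genes, 21 rose on the arrays labelled *let-418(RNAi)* and 25 on those labelled *mep-1(RNAi)* at an adjusted p under 0.05 from limma (23 and 28 when adjusted over the list alone). Their median log2 fold changes were 1.04 and 1.28 (camera adjusted p = 2.8e-13 and 6.6e-15, and adjusted p = 0.017 and 0.015 with an estimated correlation), and 0.82 to 1.25 and 0.93 to 1.20 within single batches. *glh-1*, a germline RNA helicase gene related to Vasa, rose from a signal of 266 ± 21.3 to 2555 ± 541 and 3144 ± 80.1 (SD, n = 3 each, log2 fold changes of 3.25 and 3.57, adjusted p = 2.1e-07 and 1.0e-07), and its paralogue *glh-2* rose by 1.59 and 1.79 (adjusted p = 1.3e-04 and 4.5e-05). *pgl-1*, which encodes a constitutive P granule protein, rose from 167 ± 15.9 to 565 ± 96.1 and 717 ± 85.8 (SD, n = 3 each, log2 fold changes of 1.75 and 2.10, adjusted p = 2.4e-05 and 4.9e-06). *deps-1* rose by 2.96 and 3.41 (adjusted p = 5.0e-06 and 1.4e-06) and *prg-1*, the Piwi Argonaute gene, by 3.63 and 3.89 (adjusted p = 5.9e-08 and 2.7e-08). *gld-1*, a translational repressor gene, rose by 2.85 and 2.88 (adjusted p = 6.0e-06 and 4.4e-06) in one probe set, where its other probe set had log2 fold changes of 0.79 and 1.17, and *gld-3* rose by 1.32 and 1.88 (adjusted p = 0.012 and 0.0014), and by 2.02 to 3.78 and 2.36 to 4.29 in its other probe sets. *pos-1*, a zinc-finger gene of early blastomere fates, rose by 2.00 and 2.39 (adjusted p = 4.8e-04 and 1.2e-04).

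**Figure D2:**
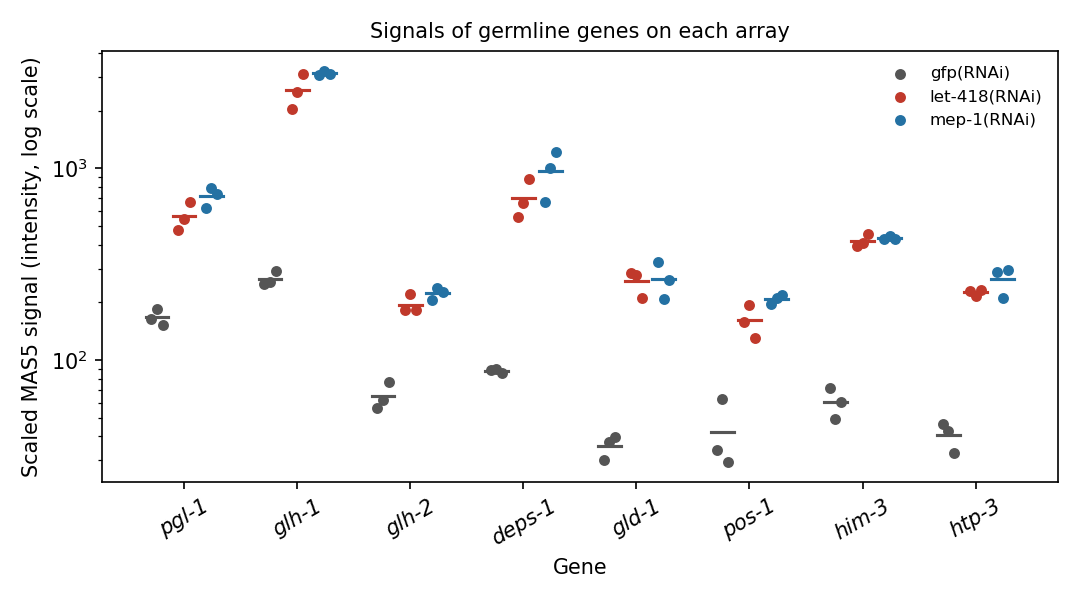
Scaled MAS5 signal (intensity, log axis) of *pgl-1*, *glh-1*, *glh-2*, *deps-1*, *gld-1*, *pos-1*, *him-3* and *htp-3* on each array labelled *gfp(RNAi)*, *let-418(RNAi)* or *mep-1(RNAi)*. Points are single arrays and lines are group means. For each gene all knockdown arrays lie above all *gfp(RNAi)* arrays.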

We found that 17 of the currently 41 known genes encoding *C. elegans* P granule components [13] are derepressed in *let-418(RNAi)* and *mep-1(RNAi)* depleted L1 larvae, including *gld-1*, *gld-3*, *glh-1* and *glh-2*, *pgl-1*, *pos-1*, *deps-1* and others. 

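Genes of meiotic chromosome structure and recombination were higher on both sets of knockdown arrays. Of 32 measured genes, 22 were higher and 1 was lower on the arrays labelled *let-418(RNAi)*, and 24 were higher and 1 was lower on those labelled *mep-1(RNAi)*, at an adjusted p under 0.05 from limma (24 and 27 higher, and 1 lower, when adjusted over the list alone). The medians of their log2 fold changes were 1.32 and 1.51 (camera adjusted p = 9.5e-14 and 6.6e-15, and adjusted p = 0.0075 and 0.0063 with an estimated correlation), with batch medians of 1.18 to 1.43 and 1.29 to 1.52. *him-3*, a HORMA-domain gene of the chromosome axis, rose from a mean signal of 60.6 to 417 and 433 (log2 fold changes of 2.80 and 2.85, standard error 0.17, adjusted p = 1.0e-06 and 6.4e-07). Its relatives *htp-1*, *htp-2* and *htp-3* rose by 1.97 and 2.48, by 1.22 and 1.15, and by 2.49 and 2.70 on the log2 scale (adjusted p = 6.6e-05 and 9.5e-06, 0.0047 and 0.0064, and 8.9e-06 and 4.0e-06). *rec-8*, the meiotic cohesin gene, rose by 2.91 and 3.46 (adjusted p = 1.8e-06 and 4.1e-07), and *syp-1*, which encodes a protein of the central region of the synaptonemal complex, by 3.12 and 3.67 (adjusted p = 1.8e-05 and 4.4e-06). *dsb-2*, needed for meiotic double-strand breaks, rose by 3.05 and 3.20 (adjusted p = 5.0e-06 and 2.9e-06).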

Further examples of upregulated germline-specific genes are *him-3*, *htp-1*, *htp-2* and *htp-3*, which encode meiosis-specific HORMA domain-containing proteins involved in synaptonemal complex formation and meiotic chromosome segregation [33], [34]. Altogether, our expression data support the idea that *let-418* and *mep-1* are involved in the repression of the germline potential of somatic cells in L1 larvae.

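Some germline small RNA genes were also higher, while markers of somatic tissues moved in both directions and none of their lists passed with an estimated correlation. Of 31 measured small RNA genes, 12 were higher on the arrays labelled *let-418(RNAi)* and 16 on those labelled *mep-1(RNAi)*, with none lower (14 and 18 when adjusted over the list alone), at an adjusted p under 0.05 from limma. The list passed camera (adjusted p = 3.1e-07 and 1.4e-09), with adjusted p = 0.074 and 0.037 with an estimated correlation. The Argonaute genes *wago-1*, *wago-4* and *ppw-2* rose by 2.64, 2.83 and 3.02 on the arrays labelled *let-418(RNAi)* (adjusted p = 1.1e-06, 8.5e-06 and 3.1e-06) and by 3.03, 3.31 and 3.67 on those labelled *mep-1(RNAi)* (adjusted p = 3.3e-07, 2.2e-06 and 6.4e-07).
Of 20 measured intestine markers, 2 were higher and 7 were lower on the arrays labelled *let-418(RNAi)*, and 2 were higher and 4 were lower on those labelled *mep-1(RNAi)* (3 higher and 10 lower, and 3 higher and 5 lower, when adjusted over the list alone), with median log2 fold changes of -0.47 and -0.32. Camera gave an adjusted p of 0.015 and 0.057 (0.038 for *mep-1(RNAi)* with the batch as a block), and adjusted p = 0.32 and 0.41 with an estimated correlation. *vha-6*, an intestinal proton pump gene, fell by 0.96 and 0.80 (adjusted p = 0.0042 and 0.011), while *elt-2*, the gene of the main intestinal GATA factor, rose by 1.25 and 1.39 (adjusted p = 0.0013 and 5.8e-04). Of 50 neuron markers, 1 was higher in both comparisons and 5 and 8 were lower (the same when adjusted over the list alone). Camera gave an adjusted p of 0.49 and 0.003, and adjusted p = 0.87 and 0.41 with an estimated correlation. *rab-3*, a synaptic vesicle gene, fell by 0.88 and 1.12 (adjusted p = 0.018 and 0.0042). Of 23 body muscle markers, none was higher and 2 and 3 were lower (2 and 2 when adjusted over the list alone, camera adjusted p = 0.093 and 0.094). The muscle list passed as lower on the arrays labelled *let-418(RNAi)* without their replicate 3 (camera adjusted p = 0.027). It also did so on those labelled *mep-1(RNAi)* with unscaled signals (0.024). Its *unc-22*, the twitchin gene, fell by 1.39 and 1.51 (adjusted p = 3.7e-04 and 1.9e-04), with -0.65 and -0.61 in its other probe set. Of 13 hypodermis markers, 1 was higher in both comparisons, *elt-3* (0.52 and 0.62, adjusted p = 0.028 and 0.011), with a list median on the arrays labelled *mep-1(RNAi)* of 0.16 that turned to -0.13 with unscaled signals, and none was lower (likewise when adjusted over the list alone, camera adjusted p = 0.28 and 0.6). Of 23 pharynx markers, 6 and 5 were higher and 1 and 3 were lower (6 higher and 3 lower in both when adjusted over the list alone, camera adjusted p = 0.32 and 0.6). Their median on the arrays labelled *mep-1(RNAi)* was 0.21 and turned to -0.08 with unscaled signals. Those that rose included *abu-6*, *abu-8* and *pqn-54*, genes of glutamine-rich repeat proteins, by 2.90, 2.48 and 2.41 on the arrays labelled *let-418(RNAi)* (adjusted p = 2.6e-05, 1.1e-04 and 6.7e-04).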

To gain further insight into the biological roles of the common genes, we analyzed the gene ontology (GO) terms associated with them by using the FatiGO+ software [35]. We found that the 187 upregulated germline genes are implicated in biological processes associated to hermaphrodite germline sex determination, M phase of meiotic cell cycle, germline cell cycle switching (the switch from mitotic to meiotic cell cycle) and regulation of translation (Figure 4A). They also comprise various genes encoding P granule components, such as *gld-1* and *gld-3*, *glh-1* and *glh-2*, *pgl-1*, *pos-1* and *deps-1*. 

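Some regulators of germline fate in the sex determination pathway rose. Of 19 measured genes of germline sex determination, 7 were higher and none was lower in either comparison at an adjusted p under 0.05 from limma (8 when adjusted over the list alone). *fog-2*, which promotes sperm fate in hermaphrodites, rose by 2.19 and 2.11 on the log2 scale (adjusted p = 4.8e-05 and 5.7e-05). The genes of the Pumilio-family proteins *fbf-1* and *fbf-2*, which control the switch from mitosis to meiosis and from sperm to oocytes, rose by 2.13 and 2.60 (adjusted p = 4.0e-04 and 8.5e-05) and by 2.08 and 2.09 (adjusted p = 0.0082 and 0.0074). Over the whole list the median log2 fold change was 0.17 and 0.29, and the mean was 0.76 and 0.86, since 12 genes did not pass the test. Camera gave an adjusted p of 0.0051 and 0.0017, and adjusted p = 0.074 and 0.049 with an estimated correlation.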

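Protease genes moved in both directions. Of 97 measured genes of protease families, 17 were higher and 8 were lower on the arrays labelled *let-418(RNAi)*, and 16 were higher and 8 were lower on those labelled *mep-1(RNAi)*, at an adjusted p under 0.05 from limma (22 and 9, and 18 and 8, when adjusted over the list alone). *nas-1*, an astacin metalloprotease gene, rose by 4.00 and 4.05 on the log2 scale (adjusted p = 5.1e-04 and 4.4e-04), and *zmp-6*, a matrix metalloprotease gene, by 3.73 and 3.12 (adjusted p = 0.001 and 0.0032), from signals of 4.30 ± 2.63 and 15.5 ± 15.3 (SD, n = 3 each) in *gfp(RNAi)* larvae. Both control signals lie below the 25th percentile of that group (20.2), so the size of these rises depends on whether an offset is added. *cpr-3*, a cathepsin B-like gene, rose from a signal of 434 ± 109 to 2504 ± 349 and 3290 ± 891 (SD, n = 3 each, adjusted p = 1.2e-05 and 3.7e-06). *asp-14*, an aspartyl protease gene, fell from 1326 ± 145 to 177 ± 10.1 and 242 ± 115 (SD, n = 3 each, adjusted p = 9.0e-05 and 1.9e-04). The median log2 fold change of the list was 0.15 and 0.12, turning to -0.17 on the arrays labelled *mep-1(RNAi)* with unscaled signals, and camera gave an adjusted p of 0.49 and 0.6.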

The remaining 450 upregulated common genes, that could not be classified among the germline genes, were annotated as genes involved in proteolysis (Figure 4A). The 242 downregulated non germline genes, finally, are implicated mainly in aromatic amino acid family metabolic processes. 

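A few genes of aromatic amino acid and monoamine metabolism changed. Of 22 measured genes, 2 were higher and 2 were lower on the arrays labelled *let-418(RNAi)*, and 1 was higher and 2 were lower on those labelled *mep-1(RNAi)*, at an adjusted p under 0.05 from limma (the same when adjusted over the list alone). *tdc-1*, the tyrosine decarboxylase gene, fell from a signal of 308 ± 36.8 to 150 ± 12.4 and 137 ± 27.3 (SD, n = 3 each, log2 fold changes of -1.03 and -1.18, adjusted p = 0.0031 and 0.0011), with -1.52 to -1.47 and -1.93 to -1.46 in its other probe sets. *bas-1*, an aromatic amino acid decarboxylase gene, fell by 0.78 and 0.59 on the log2 scale (adjusted p = 0.0061 and 0.026). *cat-4*, which encodes GTP cyclohydrolase, had 0.60 and 0.41 (adjusted p = 0.023 and 0.1), and *acsd-1* had 0.52 and 0.64 (adjusted p = 0.043 and 0.015). The list's median log2 fold change was -0.04 in both comparisons, and camera gave an adjusted p of 0.78 and 0.6.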

No GO terms could be associated with the 35 downregulated germline genes.

**Figure 4:**
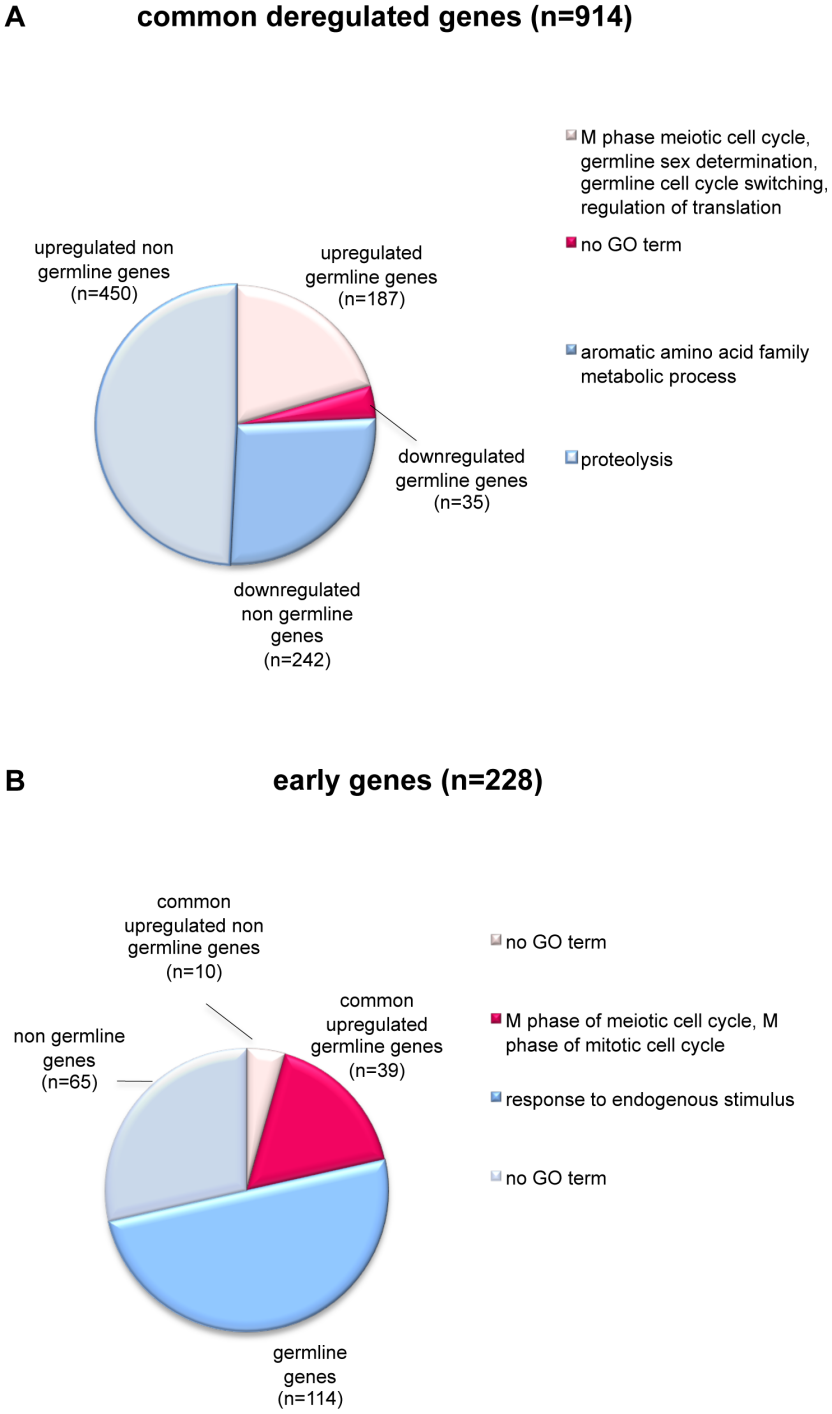
LET-418 and MEP-1 regulate germline and early embryonic genes. Pie charts show repartition and functional annotation of the common deregulated genes (A) and the early genes (B) according to gene ontology (GO) annotations. The GO terms are indicated on the right of each pie chart. (A) The pie chart shows the repartition of the 914 common deregulated genes compared to the list of 4699 germline genes. The common genes are divided into four groups: upregulated germline (rose slice) and non germline (gray slice) genes; and downregulated germline (pink slice) and non germline (blue slice) genes. (B) The pie chart shows the repartition of the 228 early genes compared to the common upregulated genes and to the list of 4699 germline genes. 49 common upregulated genes are also early genes. They are subdivided in germline (pink slice) and non germline (rose slice) genes. The remaining early genes, that are not targets of MEC, are subdivided in germline (blue slice) and non germline (gray slice) genes.

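Some maternal genes of the early embryo were higher in knockdown L1 larvae. Of 33 measured maternal early embryo genes, 11 rose on the arrays labelled *let-418(RNAi)* and 13 on those labelled *mep-1(RNAi)*, with none lower, at an adjusted p under 0.05 from limma (12 higher, and 16 higher and 1 lower, when adjusted over the list alone). *mex-5*, a zinc-finger gene of anterior-posterior polarity, rose from a signal of 90.0 ± 8.31 to 682 ± 37.8 and 750.0 ± 66.8 (SD, n = 3 each, log2 fold changes of 2.92 and 3.06, adjusted p = 1.9e-07 and 1.2e-07), and its other probe set had 4.46 and 4.94. *glp-1*, the Notch receptor gene of germline and early blastomeres, rose by 2.82 and 3.16 on the log2 scale (adjusted p = 2.4e-05 and 8.6e-06). The median log2 fold change of the list was 0.48 and 0.66 (camera adjusted p = 5.4e-04 and 1.9e-04), and the list did not pass with an estimated correlation (adjusted p = 0.14 and 0.11). Several of its genes, such as *oma-1* and *pos-1*, are also on the oocyte or P granule lists. The published list of early genes was not used here.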

Among the common deregulated genes we found also 49 early embryonic genes (Figure 4B). They belong to a group of 228 genes, which are expressed at the beginning of embryogenesis and then downregulated to background levels by the onset of gastrulation [36]. Their expression temporally correlates with the developmental plasticity observed in *C. elegans* embryonic blastomeres, which is lost during gastrulation [36]. Among the 49 genes, 39 belong to the class of germline genes and are significantly enriched in the GO terms associated with M phase of meiotic cell cycle and M phase of mitotic cell cycle (Figure 4B). Interestingly, the 114 remaining germline genes among the early genes which downregulation in L1 larvae does not depend on the MEC complex, are associated with response to endogenous stimulus. The 65 early genes that do not belong to germline genes did not show any significant GO term (Figure 4B). 

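Genes of mitosis and DNA replication moved both ways, and few genes first transcribed in the embryo changed. Of 72 measured mitotic and replication genes, 8 were higher and 15 were lower on the arrays labelled *let-418(RNAi)*, and 9 were higher and 7 were lower on those labelled *mep-1(RNAi)*, at an adjusted p under 0.05 from limma (9 and 20, and 10 and 10, when adjusted over the list alone). *ani-2*, an anillin gene of the germline, rose by 2.17 and 2.43 on the log2 scale (adjusted p = 8.2e-06 and 2.8e-06), and *spd-5*, a centrosome scaffold gene, by 1.93 and 2.32 (adjusted p = 1.1e-05 and 2.5e-06) in one probe set each. The other probe set had 1.11 and 1.48 for *ani-2*, and only 0.26 and -0.19 for *spd-5*. *apc-10*, a subunit gene of the anaphase-promoting complex, rose by 1.53 and 1.68 (adjusted p = 0.0011 and 5.4e-04), and *cyb-2.2*, a cyclin B gene, by 0.94 and 1.12 (adjusted p = 0.038 and 0.016). The median log2 fold change of the list was -0.19 and -0.05, while its mean was -0.12 and 0.05, and camera gave an adjusted p of 0.007 and 0.6, with adjusted p = 0.42 and 0.92 with an estimated correlation. Of 23 measured early zygotic genes, 1 was higher and 1 was lower in both comparisons (likewise when adjusted over the list alone), namely *vet-2* (1.31 and 1.14, adjusted p = 0.01 and 0.02) and *sdz-24* (-0.69 and -1.17, adjusted p = 0.018 and 6.4e-04). Their median log2 fold changes were -0.21 and 0.23 (camera adjusted p = 0.49 and 0.91). The second turned to -0.06 with unscaled signals and differed in sign from its test, and the first turned to 0.08 with the offset.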

Altogether these data suggested that LET-418 and MEP-1 are specifically required during early embryogenesis to downregulate the early genes with mitotic and meiotic functions.

Ectopic P granules in *mep-1(RNAi)* animals can first be seen at or shortly after the two-fold stage of embryogenesis ([27] and own observations). This suggested that *mep-1* and *let-418* must act prior to this stage to ensure normal development. To further identify the time laps in which *let-418* activity is required during early development, we shifted *let-418 temperature-sensitive* embryos at different embryonic stages from the permissive temperature (15°C) to the restrictive (25°C) temperature and followed their development. Embryos shifted to 25°C prior to the lima bean stage arrested at the L1 stage (Table 4). By contrast, embryos shifted to 25°C after the lima bean stage did not arrest and developed beyond L1 into mixed-stage larvae and fertile adults. Taken together, our results indicated that, in order to bypass the L1 larval arrest, the *let-418* activity is required prior to the lima bean stage, which corresponds to the time point when embryonic cell proliferation largely ceases and morphogenesis starts [37].

**Table 4:** *let-418* activity is required prior to the bean stage to prevent the L1 larval arrest.

	1–8 cells (17)	8–24 cells (20)	24–50 cells (19)	50- bean stage (21)	bean stage (23)	comma stage (23)	1.5x-stage (20)	2x-stage (20)	3x-stage (21)	newly hatched (30)
> L1	0%	0%	0%	0%	0%	90%	100%	100%	100%	100%
L1	100%	100%	100%	100%	100%	10%	0%	0%	0%	0%

LET-418 activity is required prior the bean stage to allow normal L1-L2 transition. *let-418(n3536)ts* embryos grown at 15°C were transferred at 25°C. Animals were scored according to their body length and morphological structures three days after hatching at 25°C. In parentheses: number of scored animals.

### LET-418 and CHD-3 have different functions and expression patterns

We were also interested to learn more about the function of *chd-3*, the second *C. elegans* Mi-2 orthologue. Therefore, we analyzed the gene expression profile of *chd-3* L1 larvae by using transcriptional microarrays. At this stage, *chd-3* animals have no obvious phenotype. Consistently, we found that the expression of only a few genes was affected. For that reason we set the minimal median fold change limit at 1.5 instead of 2 (with a *p*-value ≤0.01). After validation of the candidates by qRT-PCR, we ended up with only 9 deregulated genes; the expression of 7 of them was moderately downregulated whereas the remaining two target genes were upregulated (data not shown). No GO term could be attributed to this limited number of genes. 

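*cyp-14A5*, a cytochrome P450 gene, was lower on the arrays of both knockdowns. Its signal was 1280 ± 199 in *gfp(RNAi)* larvae, 461 ± 88.9 on the arrays labelled *let-418(RNAi)* and 401 ± 16.8 on those labelled *mep-1(RNAi)* (SD, n = 3 each). These are log2 fold changes of -1.48 and -1.66 (standard error 0.17, adjusted p = 1.0e-04 and 3.9e-05 from limma), seen in all 3 same-batch pairs of arrays of either knockdown. Arrays of *chd-3* larvae were not analysed here.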

Only one upregulated gene, *cyp-14A5*, was also deregulated in *let-418(RNAi)* and *mep-1(RNAi)* animals, however it was downregulated in the latter. Obviously, *chd-3* does not play much of a regulatory role at this stage.

To test whether CHD-3 may act as a component of a NuRD complex, we analyzed the expression level of one of its target genes, *fbxa-103*, in worms RNAi-depleted for diverse NuRD members. *fbxa-103* encodes a protein with an F-box motif predicted to mediate protein-protein interactions. We found that *fbxa-*103 was upregulated in *chd-3(RNAi)* and *lin-53(RNAi)* animals, but not in *let-418(RNAi)* nor in *mep-1(RNAi)* worms (Figure 5). These data are consistent with the idea that CHD-3 negatively regulates the expression of *fbxa-103* in the context of a NuRD complex.

**Figure 5:**
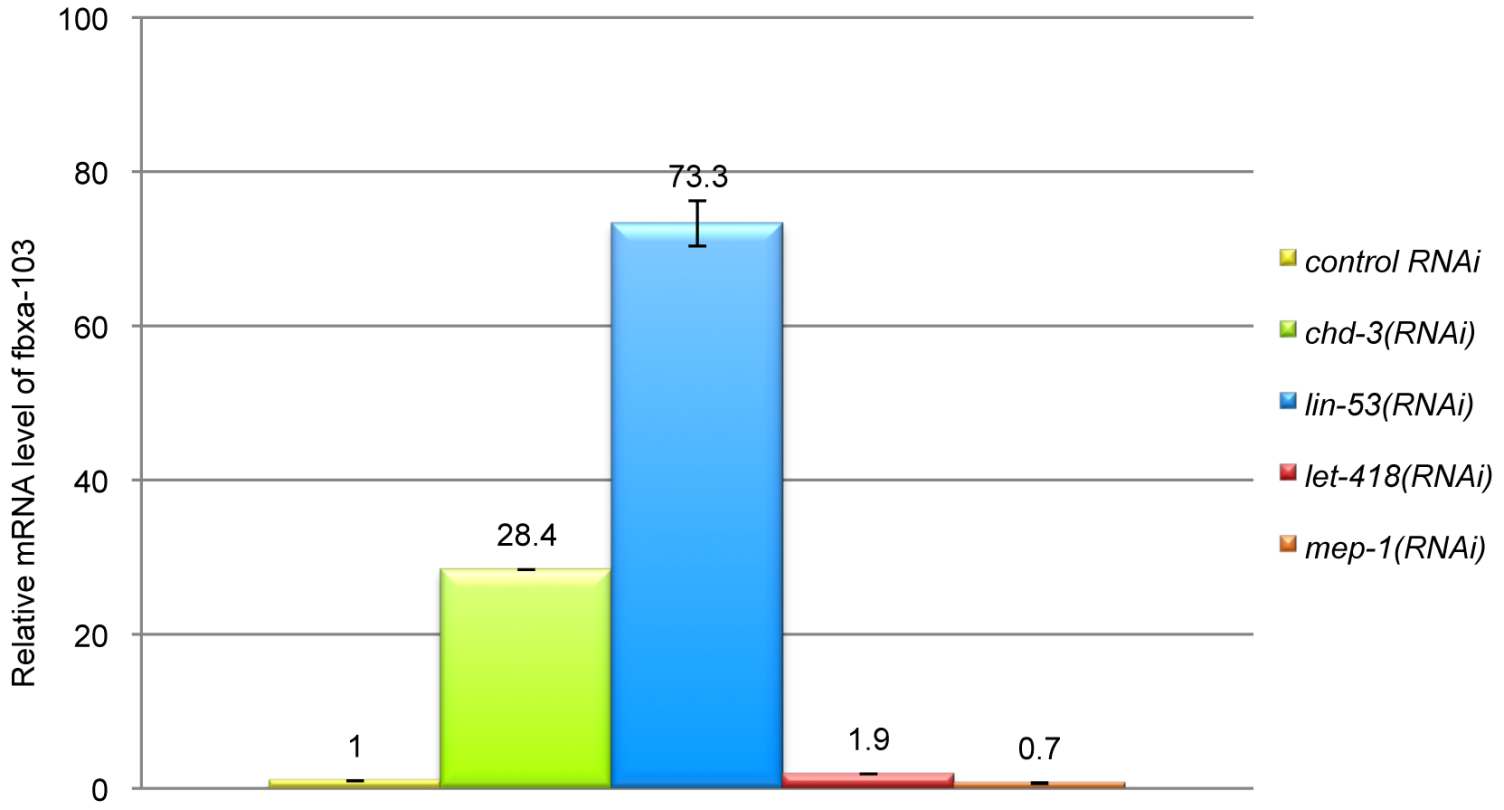
CHD-3 acts as a component of the NuRD complex to regulate *fbxa-103*. Fold change of *fbxa-103* mRNA was analyzed by qRT-PCR in diverse RNAi-treated L1 larvae, as indicated on the right of the panel. *fbxa-103* is upregulated in *chd-3(RNAi)* and *lin-53(RNAi)* but not in *let-418(RNAi)* nor in *mep-1(RNAi)* L1 larvae.

Next we have analyzed the developmental expression patterns of *let-418* and *chd-3*. Previously it was shown that *let-418* transcripts are present in the germline and maternally delivered to the early embryos, whereas *chd-3* mRNA is absent from the germline and appears first around the 20 cell stage after the onset of zygotic transcription ([12] and data not shown). To compare the expression patterns of the two genes during later larval development and in adults, we constructed transcriptional reporter genes by fusing the *let-418* promoter region with the *Venus* fluorescent reporter and the *chd-3* promoter region with the *DsRed2* reporter. For each reporter construct, three independent transgenic lines were analyzed. Both reporters were strongly expressed in most if not all cells of the embryo (data not shown). In young adults, both the *let-418* and *chd-3* transgenes were primarily expressed in the head, the vulva, the tail, the ventral nerve cord and the distal tip cells (Figure 6A–B and data not shown). The strong co-expression of *let-418* and *chd-3* in the vulva is in agreement with the finding that both genes are redundantly required for the specification of the 2° fate of P.5p and P.7p [12]. The *let-418p::Venus* construct was expressed in cells surrounding the pharynx, whereas the *chd-3p::DsRed2* construct was mainly located in the pharynx itself (Figure 6A). The specific pharyngeal expression of *chd-3* is in agreement with the finding that *chd-3*, but not *let-418* nor *mep-1*, plays a role in the pharyngeal precursor cells specification [38]. Another interesting difference was found in the somatic gonad, where only the *let-418* reporter, but not the *chd-3* reporter was strongly expressed (Figure 6B). These data suggested that *let-418* and *chd-3* may have distinct tissue-specific functions during the postembryonic development and in adults.

**Figure 6:**
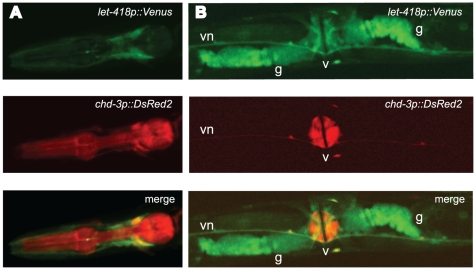
*let-418* and *chd-3* transcriptional reporters have different expression patterns. (A-B) Young adults animals carrying both a transcriptional *let-418p::Venus* (first lane) and a transcriptional *chd-3p::DsRed2* (second lane) reporter genes were analyzed by confocal microscopy. The third lane is the merged picture from both *let-418p::Venus* and *chd-3p::DsRed2* reporters. Expression is shown (A) in the head and (B) in the vulva and somatic gonad. v: vulva (ventral view); g: somatic gonad; vn: ventral nerve cord.

## Discussion

This study brings an important contribution towards the understanding of the developmental roles of the *C. elegans* Mi-2 orthologues LET-418 and CHD-3. We demonstrate that the two *C. elegans* Mi-2 proteins are members of at least three different protein complexes, two distinct NuRD complexes and a MEC complex comprising LET-418/Mi-2, the Krüppel-like protein MEP-1 and the histone deacetylase HDA-1 (Figure 7). Our data suggest that MEC constitutes an important LET-418 containing gene regulatory complex throughout embryonic and early L1 development, whereas the two NuRD complexes rather function during later larval development, for instance, during vulval development.

**Figure 7:**
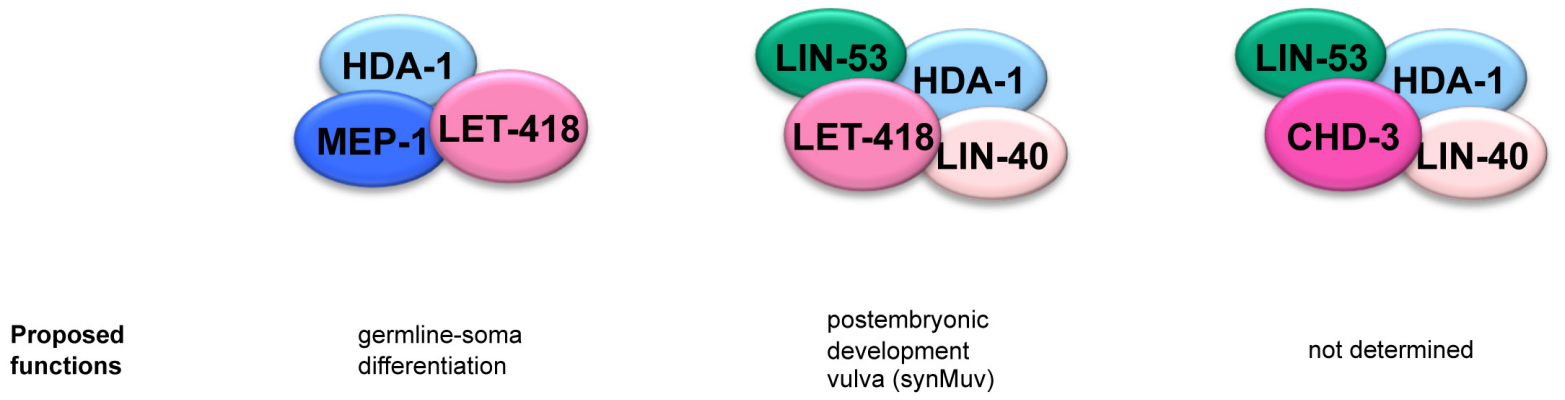
Summary figure of the complexes and their proposed roles. The two *C. elegans* Mi-2 proteins are members of at least three different complexes, two distinct NuRD complexes and a MEC complex.

Previous studies have revealed a physical interaction between LET-418, MEP-1 and HDA-1 ([27] and own data), suggesting that the three proteins reside in a common regulatory complex. Consistent with this idea, *let-418* and *mep-1* mutants share the same phenotype that includes an L1 larval arrest and derepression of germline specific genes in somatic cells of the arrested larvae. Furthermore, *mep-1(RNAi)* depleted *let-418* mutants also arrest at the L1 stage and show no additional synthetic phenotype, suggesting that the two proteins act together in the same biological process. Because of its embryonic lethal phenotype, we could not test whether depletion of *hda-1* causes a similar L1 larval phenotype, as would be expected if HDA-1 was also a member of this complex during early development. However, depletion of *let-418*, *mep-1* and *hda-1* resulted in an identically strong ectopic expression of a *lag-2::gfp* reporter gene in the intestine of L3 larvae. This suggested that a MEC complex containing LET-418, MEP-1 and HDA-1 is required for the negative control of a *lag-2::gfp* reporter in the gut during later larval development. This is in contrast to the situation in *Drosophila*, where dRPD3/HDAC did not physically associate with dMi-2 and dMEP-1 [11]. However, we cannot rule out that in *C. elegans* the composition of the MEC complex shows stage-specific differences. Moreover, the *C. elegans* MEC complex probably contains additional subunits, since fractionation of protein extracts from mixed-stage worms resulted in the co-elution of LET-418 and MEP-1 at an estimated complex size ranging from 0.8 to 1.5 MDa (Figure S3 and Materials and Methods S1).

Gene expression profiling experiments revealed that at least 82% of the deregulated genes in *let-418(RNAi)* and *mep-1(RNAi)* worms are tightly co-regulated, thus supporting the association of LET-418 and MEP-1 in a common regulatory MEC complex. Furthermore, our data demonstrate that MEC represents the major LET-418/Mi-2 containing gene regulatory complex during early *C. elegans* development. Most of the deregulated genes (about 70%) are upregulated in *let-418(RNAi)* and *mep-1(RNAi)* animals, suggesting that MEC mainly functions in transcriptional repression. Similarly, the *Drosophila* dMec complex was shown to contribute to the repression of proneural genes [11].

Based on the observation that P granule-like perinuclear structures are found in the somatic cells of arrested *let-418* and *mep-1* L1 larvae ([27] and own observations), it has been suggested that LET-418 and MEP-1 negatively regulate the germline potential of somatic blastomeres during early development. Consistently, we found that in arrested *let-418(RNAi)* and *mep-1(RNAi)* L1 larvae totally 187 germline genes were upregulated, among them 59 germline-enriched and germline-specific genes [32], [39]. The fact that only a fraction of the germline-specific genes encoded by the genome of *C. elegans* is derepressed in LET-418 and MEP-1 depleted animals suggest that the two proteins do not play a global role in the regulation of germline genes. Rather they affect specific transcripts, which are implicated in germline sex determination, M phase of meiotic cell cycle, germline cell cycle switching (the switch from mitotic to meiotic cell cycle) and regulation of translation. Among them are also 17 genes encoding components of P granules. Currently, it is not know why this particular subset of genes are controlled and why other germline-specific genes are not.

Most interestingly, *let-418* and *mep-1* control the transcription of specific early expressed embryonic genes, which are normally active at the beginning of embryogenesis and downregulated to background levels by the onset of gastrulation [36]. Their downregulation temporally correlates with the transition from a developmentally plastic state to the onset of differentiation [36], when embryonic cells become restricted in their cell fate potential and begin to acquire cell type identities. We found that LET-418 and MEP-1 are required for the downregulation of a subset of 44 early expressed genes that are specifically enriched in mitotic and meiotic functions. Thus, we may speculate that the MEC complex is already required in the early embryo to downregulate these embryonic genes in order to restrict the germline potential of early blastomeres once germline-soma separation has been achieved. LET-418 and MEP-1 may generally act during embryonic development before the onset of morphogenesis, when cells still divide. Consistent with this hypothesis, our temperature shift experiments indicated that the *let-418* activity must be present in the embryos before reaching the bean stage (i.e. when cell proliferation largely ceases and morphogenesis begins) in order to prevent L1 larval arrest. Furthermore, ectopic PGL-1 expression are first observed at the two-fold stage [27] and own data), suggesting that *mep-1* and *let-418* act before this stage to stably repress the germline potential of the somatic blastomeres.

Apart from an inappropriate expression of germline genes, somatic cells of arrested *let-418ts* L1 larvae seem to be correctly specified ([27] and own data). This is also pointed out by the observation that arrested *let-418ts* animals at 25°C, if shifted back to the permissive temperature of 15°C, can resume development and grow into fertile adults (unpublished data). Thus, LET-418 and MEP-1 are not required for the differentiation of the somatic blastomeres during embryogenesis, but rather function in an epigenetic network that stably inactivates their germline potential.

During this work we also found that LET-418 and CHD-3 are members of two distinct NuRD complexes. Besides LET-418 or CHD-3, these complexes contain LIN-53/RbAp, HDA-1/HDAC and LIN-40/MTA, but not their homologues HDA-2/HDAC, HDA-3/HDAC, EGL-27/MTA nor RBA-1/RbAp. The vertebrate and *Drosophila* NuRD complexes also contain the methyl-CpG-binding protein MBD2/3, which is proposed to mediate an interaction between NuRD and methylated DNA [17]. In *C. elegans*, however, a tagged version of MBD-2 did not interact with the two Mi-2 homologues LET-418 and CHD-3 (results not shown) nor did it co-purify with the LIN-53::TAP containing protein complexes. This suggested that MBD-2 is not a subunit of the NuRD complexes in *C. elegans*. In this context it is interesting to note that no DNA methylation has been found in *C. elegans*, and that MBD-2 was proposed to be part of an ancestral DNA methylation system that was lost in this free living nematode during evolution [40]. Likewise, MBD-2 may have been lost from the *C. elegans* NuRD complexes.

Genes encoding components of the LET-418 containing NuRD complex (*let-418*, *lin-53*, *lin-40*, and *hda-1*) belong to the class B synMuv genes, suggesting that a LET-418 containing NuRD complex is implicated in the synMuv B pathway. Interestingly, *mep-1* is also a synMuv B gene, notwithstanding that MEP-1 is not a stable member of the *C. elegans* NuRD complexes in solution. MEP-1, however, could be member of a protein complex distinct from NuRD and MEC that is involved in vulval development. Alternatively, the MEC complex could also play a role in the synMuv B pathway during vulva formation. A similar situation was found in *Drosophila*, where both, dMec and dNuRD, associate with the promoter of proneural genes of the achaete-scute complex [11].

Vertebrates and *Drosophila*, like *C. elegans*, encode two distinct Mi-2 proteins. Our phylogenetic analysis suggests that the gene duplication, giving rise to the second Mi-2 copies must have occurred separately in the three phyla (Figure 8). Gene duplications during evolution often give rise to an essential and a non-essential gene, since the duplicated locus is no longer submitted to selection pressure and therefore is free to change its expression pattern and accumulate otherwise “forbidden” mutations [41], [42]. Changes in the expression pattern and accumulation of new mutations could result in new functions for the duplicated gene copy. In *C. elegans*, *let-418* might have kept its ancient essential functions, whereas *chd-3*, which was not exposed to selection pressure, could have evolved towards new developmental roles. The data presented here suggest that CHD-3 associates with the canonical NuRD components to form a second NuRD complex with new functions.

**Figure 8:**
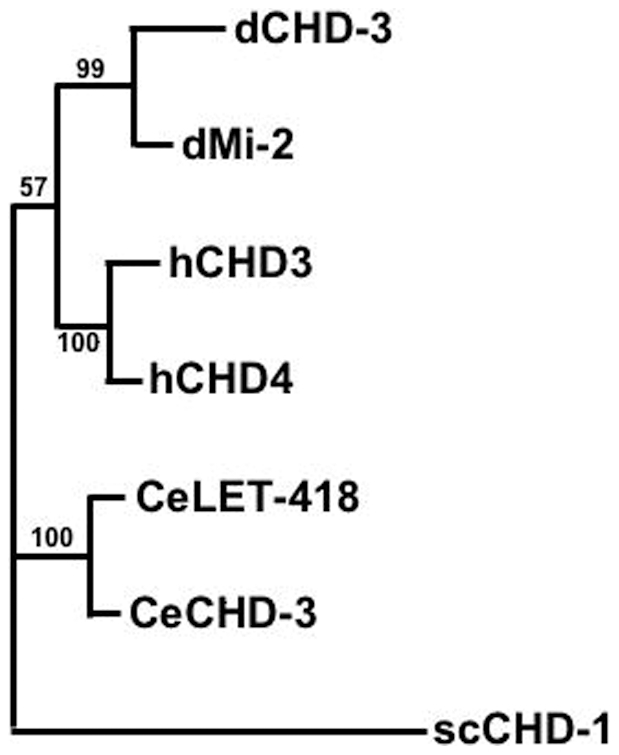
Phylogenetic comparison of the *C. elegans*, *Drosophila* and human Mi-2 orthologues. The regions of the different Mi-2 proteins corresponding to residues 320 to 1076 of the CeLET-418 sequence were used to construct the phylogenetic tree. Numbers refer to bootstrap values supporting particular groupings.

The two fly Mi-2 orthologues also show some important functional differences. Like LET-418, dMi-2 is an essential protein that is involved in preventing inappropriate expression of developmental transcription programs (reviewed in [43]). This might be achieved by both dMec and dNuRD complexes. The second *Drosophila* Mi-2 orthologue dCHD3 represents a truncated version of dMi-2 that lacks both N-terminal sequences including the first PHD finger and all C-terminal sequences following the ATPase domain. dCHD-3 was shown not to be part of a dNuRD complex and to associate with sites of active transcription [44].

In contrast to the NuRD complexes in *C. elegans* and *Drosophila*, which contain only one orthologue of each protein family, the structure of the vertebrate NuRD complex is more complicated. In addition to either one of the two Mi-2 orthologues Mi-2α or Mi-2β, it contains more than one member of each protein family, i.e. two class I histone deacetylases (HDAC1 and HDAC2), two histone-binding proteins (RbAp46 and RbAp48), one or more metastasis-associated proteins MTA (as well as splice variants of them) and two methyl-binding MBD proteins (reviewed in [5]). The existence of multiple genes encoding similar yet distinct subunits may allow to alter the protein composition of different NuRD complexes, and play an important role in regulating and fine tuning their various cellular functions. Thus, the vertebrate NuRD complex may have gained complexity during evolution not only by duplicating the Mi-2 genes, but also by accumulating several isoforms and variants of the other NuRD components. It will be interesting to see whether different developmental stages or tissues in *C. elegans* use slightly different NuRD and MEC complexes.

## Materials and Methods

### Culture conditions and *C. elegans* strains

All strains were cultured at 20°C, unless otherwise specified, under standard conditions [45]. Wild-type worms were *C. elegans* var. Bristol (N2). Strains used: *chd-3(eh4)X* (FR1156); *lin-53(n833)I lin-15(n767)X* (MT8374); *lin-53(n833)I unc-76(e911)V lin-15(n767)X nls120[gfp::lin-53]* (MT10411); *unc-119(ed3)III Ex[lin-40::gfp*+*unc-119(+)]* (MH1951); *unc-119 (ed3) swIs37[pEXPRlin-53::TAPtag]* (FR932); *dpy-5(e61) lin-53(n833)I swIs37[pEXPRlin-53::TAPtag]* (FR1011); *egl-27(n170)II* (MT170); *unc-29(e1072)I egl-27(n170)II mhEx007[egl-27::gfp]* (KS0024); *lin-15A(n767)X* (MT1806); *lin-15B(n744)X* (MT2495); *lin-35(n745)I* (MT10430); *lin-40(ku285)V* (MH1914); *qIs56 [lag-2::gfp]* (JK2868); *swEx640-1-2[plet-418::VENUS;pchd-3::DsRed2;pRF4]* (FR1111-2-3); *let-418(n3536ts)* (FR843).

### Anti-LET-418 and anti-CHD-3 antibodies

The generation of LET-418 antibodies was described previously [14]. Anti-CHD-3 antibodies were generated by immunizing rabbits with GST-CHD-3 fusion proteins (amino acids 1-267, clone pEJ12). Anti-CHD-3 antiserum was purified by immunodepletion against *chd-3(eh4)* mutant worms. The antibodies recognized a protein of expected size in extracts from wild-type worms, that was absent in extracts from *chd-3(eh4)* animals (see Figure 1B).

### Co-immunoprecipitation

Co-immunoprecipitations were adapted from [14], [46], [47]. For each immunoprecipitation reaction, approximatively 1 mg of protein extract from mixed-stage worms was used, together with 1 µg of antibodies per reaction. Mouse monoclonal Anti-AFP mAb 3E6 (Quantum Biotechnologies) were used to co-precipitate GFP-tagged proteins. To detect GFP-tagged proteins on western blot, monoclonal mouse anti-GFP from (Roche) were used. Rabbit anti-HDA-2 (sc-5551) were from Santa Cruz Biotechnology. Anti-MEP-1, HDA-1 and -3, and LIN-53 antibodies were generous gifts from A. Puoti, Y. Shi and R. Horvitz respectively.

### Construction of LIN-53::TAP-tagged clones

pBS1479 TAP-tag containing vector [48] and pMM016b genomic *unc-119* containing vector [49] were digested with *Hind*III and *Not*I. *unc-119* fragment was ligated into digested pBS1479 to produce pBSunc-119. This vector was digested with *Nco*I, blunted with Klenow enzyme and an RfA cassette of Invitrogen Gateway vector conversion system was ligated. It was subsequently digested with *Hind*III and a PCR amplified *unc-54* 3′UTR with *Hind*III flanking sequences was inserted to produce pDEST-TAPtag. Primers: unc-54 3′UTRl aagcttgtccaattactcttcaacatcc and unc-54 3′UTRr aagcttataaggtattttgtgtgcgg. Promoter and coding sequence of *lin-53* were amplified with Finnzyme Phusion polymerase. Primers: lin-53attB1left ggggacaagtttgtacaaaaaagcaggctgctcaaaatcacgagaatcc and lin-53attB2right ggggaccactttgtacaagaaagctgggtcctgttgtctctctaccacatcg. PCR products were recombined with pDONR201 by Gateway BP recombination to produce pENTR-lin-53. Entry clones were recombined by LR recombination with pDEST-TAPtag to produce pEXPR-LIN-53::TAP.

### Microparticle bombardment

Bombardments were done as previously described [49] except that synchronized worms were grown in liquid culture.

### Protein extraction and tandem affinity purification

About 10 g of worms were grown in liquid culture, washed several times with M9 and incubated for 30 min before two washes with H_2_O. Worms were ground in liquid N_2_ till a thin powder. Same volume of protein extraction buffer (PEB: 50 mM HEPES pH 7.2, 150 mM KCl, 20% Glycerol, 1 mM DTT, 2 mM EDTA, 0.3% NP-40, 1 mM PMSF, Complete Mini EDTA-free (Roche)) was added. The mixture was homogenized at 30000 rpm for 15 sec with a 12 mm Polytron MR 2100 stem and put on ice for 1 min. The procedure was repeated three times. A SLM Aminco 40K French pressure cell was loaded and operated at 10000 psi. The resulting solution was centrifuged for 10 min at 16000 rpm at 4°C in a Type 50Ti rotor. The soluble protein supernatant fraction was kept on ice at 4°C. The pellet was resuspended in a minimal volume of PEB and sonicated on ice with a MSE 150W ultrasonic disintegrator on m power and 2 amp settings for 30 sec and 3 min of pause. The procedure was repeated three times. The suspension was centrifuged for 10 min at 16000 rpm at 4°C in a Type 50Ti rotor. Both fractions were pooled together and centrifuged for 20 min at 38000 rpm at 4°C in a Type 50Ti rotor. TAP was done as described [50], except that NP-40 buffer was replaced by PEB and final eluates were both combined for protein identification by liquid chromatography tandem mass spectrometry (LC/MS/MS). Pellets were either resolved by gel electrophoresis (only one experiment) or directly digested for analysis.

### Enzymatic digestion and mass spectrometry

In-gel digestion was performed according to [51]. Briefly, gel pieces were washed twice with 100 mM NH_4_HCO_3_/50% acetonitrile and once with acetonitrile. Gel pieces were re-hydrated with 15 µl of a trypsin solution (0.1 µg/µl trypsin (trypsin recombinant, Proteomics Grade, Roche) in 25 mM Tris-HCl/2 mM CaCl_2_, pH 8.2) and an additional 15 µl of the same buffer. After incubation overnight at 37°C peptide were extracted twice with 0.1% trifluoroacetic acid/50% acetonitrile, dried, and dissolved in 0.1% formic acid and analyzed by LC/MS/MS on a QTOF Ultima connected on-line to a capillaryHPLC (Waters). Proteins were identified by using ProteinLynx Global Server and Mascot search engines. Precipitated proteins were dissolved in 50 µl trypsin solution (same as above). RapiGest (Waters) was added (5 µl of a 1% solution in water) and digestion was carried out at 37°C for 6 hours. After hydrolysis of RapiGest (according to the RapiGest manual) samples were dried, dissolved in 0.1% formic acid and analyzed by LC/MS/MS on a QTOF Ultima connected on-line to a nanoAcquity UPLC (Waters). Proteins were identified by using ProteinLynx Global Server and Mascot search engines.

### RNAi clones

Constructs used for feeding were from the Ahringer RNAi library. For *hda-3*, a 500 bp fragment of cDNA was amplified by PCR and cloned in the feeding vector pPD129.36 using following primers:

hda3up: 5′-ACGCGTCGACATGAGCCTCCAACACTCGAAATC-3′

hda3down: 5′-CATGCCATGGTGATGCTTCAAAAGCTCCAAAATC-3′

### synMuv scoring

L4 worms were put on RNAi feeding plates at 25°C and their progeny was scored for synMuv phenotype. Animals were scored as syuMuv if one or more ectopic pseudovulvae were observed.

### Immunofluorescence

Synchronized RNAi L1 larvae were fixed according to a modified Finney-Ruvkun fixation protocol [52] and stained with anti-PGL-1 antibodies (generous gift from S. Strome). The presence of ectopic P granule expression was analyzed by microscopy.

### *lag-2::gfp* expression analysis

*lag-2::gfp* embryos were transferred onto *RNAi* plates and incubated at 20°C during about 3 days. Ectopic *lag-2::gfp* expression was analyzed by microscopy.

### Microscopy

Pictures were taken with a Zeiss Axioplan 2 microscope running the AxioVision 4.6 software coupled to a Zeiss AxioCam Color camera.

### Preparation of L1 synchronized population

Synchronized wild-type L4 animals were grown at 25°C on bacteria expressing either *gfp*, *let-418* or *mep-1* dsRNA. Bacteria expressing *gfp* (pPE128.110) were used as reference, since RNAi may induce gene expression changes by itself. Eggs were collected by bleaching gravid adults and allowed to hatch in absence of food at 25°C. Newly hatched L1 larvae were fed on bacteria expressing the different dsRNA for three hours to recover from starvation. Same procedure was used to prepare synchronized wild-type and *chd-3(eh4)* mutant L1 larvae except that worms were grown on NGM plates seeded with OP50 *E. coli* at 25°C.

### RNA isolation

The RNA was isolated from three independent batches of 10 µl of packed worms. To maximize RNA isolation, linear polyacrylamide (GenElute-LPA, Sigma) was used. The aqueous phase was separated with MaXtract High Density 2 ml tubes (Qiagen). The purification of total RNA was performed using RNeasy Mini kit (Qiagen), according to manufacturer protocol, including the on-column DNase digestion to eliminate DNA (Rnase-Free DNase Set, Qiagen).

### Microarray analysis

The labeling and the hybridization were done by Functional Genomics Center Zürich, University/ETH Zürich. The total RNA samples were reverse-transcribed with One-Cycle cDNA Synthesis Kit (Affymetrix Inc, Santa Clara, CA). The cDNA were *in vitro* transcribed in presence of biotinlabeled nucleotides using a IVT Labeling Kit (Affymetrix Inc.). The samples were hybridized to GeneChip® *C. elegans* Genome Arrays containing 22’500 transcripts (Affymetrix) as three biological replicates. The raw data processing was performed using the Affymetrix AGCC software. After hybridization and scanning, the probe cell intensities were calculated and summarized for the respective probe sets by means of the MAS5 algorithm [53]. To compare the expression values of the genes from chip to chip, a global scaling was performed, which resulted in the normalization of the trimmed mean of each chip to target intensity (TGT value). The quality control measures were considered before performing the statistical analysis. Two-group analyses using *T*-test were performed in order to filter out genes with unreliable signal level between replicates (*p*-value >0.01) and save genes with significant signal level between samples (*p*-value <0.01). Gene lists were curated by cross-referencing with WormBase (http://www.wormbase.org, release WS211). Microarrays data is MIAME compliant and the raw data has been submitted to GEO (accession numbers GSE21376, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=vpidlgqiakwcqbi&acc=GSE21376).

### Functional analysis

Curated gene lists were used as input for FatiGO+ (http://www.babelomics.org) [35]. FatiGO+ version 2.0 was used. FatiGO software reports an unadjusted *P*-value based on a Fischer's exact text and an adjusted *P*-value calculated using the FDR procedure of Benjamini and Hochberg [54].

### quantitative Real-Time PCR (qRT-PCR)

The RNA preparation was performed as described for the microarray protocol, without RNA purification. The cDNAs were synthesized using the QuantiTect Reverse Transcription Kit (QIAGEN) according to the manufacturer protocol. SensiMix *Plus* SYBR (Quantace) were used with Corbett Rotor Gene 6000 machine running the software Rotor gene 6000 v1.7 (Corbett research). All the primers were designed using Primer3 online software (http://www.embnet.sk/cgi-bin/primer3_www.cgi), spanning exon-exon junction; *act-1* and *ama-1* were used as internal control for data normalization. The primers efficiency and specificity were tested by generating a melting curve (70°C and 95°C) and the PCR products were analyzed on agarose gel. For all qRT-PCR analyses, data from triplicate reactions were analyzed using the 2^-ΔΔCt^ method. At least two independent experiments (worm culture and RNA isolation) were used to confirm each gene. Primers list used for qRT-PCR is available in Materials and Methods S1.

### Construction of promoter fusions let-418p::Venus and chd-3p::DsRed2

11 and 9 kb of respectively *let-418* and *chd-3* genomic promoters with about 100 bp of first exon were amplified with Finnzyme Phusion polymerase. Primers: let-418attB1left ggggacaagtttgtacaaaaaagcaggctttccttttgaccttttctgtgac, let-418attB2trcr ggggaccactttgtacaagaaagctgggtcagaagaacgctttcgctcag, chd-3attB1left ggggacaagtttgta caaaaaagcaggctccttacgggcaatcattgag, chd-3attB2trcr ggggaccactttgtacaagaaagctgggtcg ttcttcgccgacatcttcttc. PCR products were recombined with pDONR201 by Invitrogen Gateway BP recombination. pENTR-*let-418p* and pENTR-*chd-3p* were recombined respectively with pDEST-VENUS and pDEST-DsRed2 by LR reaction. 5 ng of pEXPR-*let-418p*::Venus, 5 ng of pEXPR-*chd-3p*::DsRed2, 25 ng of pRF4 and 60 ng of *H. influenzae* sonicated genomic carrier DNA were used to transform N2 worms by microinjection. Three independent stable lines were analyzed by confocal microscopy.

### Confocal microscopy

Images were obtained with a Leica SP5 confocal microscope and analyzed with ImageJ software.

### Phylogenetic tree

The UniProtKB protein sequences Q19815 (LET-418), Q22516 (CHD-3), O97159 (dMi-2), O16102 (dCHD-3), Q12873 (hCHD-3), Q14839 (hCHD-4) AND P32657 (CHD-1 *S.c*.), corresponding to aa positions 320 to 1076 of LET-418 were aligned using the ClustalW algorithm with default parameter values. The phylogenetic tree was constructed using the program protml.exe of the package Phylip v. 3.65 [55], [56]. The PAM model of protein sequence evolution was used with the *S.c.* sequence defined as outgroup; other options were default. The relationship of the yeast sequence to the animal sequences is poorly resolved, but in all analyses two sequences from the same group together irrespective of the phylogenetic method were used (maximum likelihood, parsimony or distance).

## Supporting Information

Materials and Methods S1 Supplementary materials and methods.
(0.05 MB DOC)

Figure S1 Microarray data were validated by qRT-PCR analysis. qRT-PCR analyses were performed on 10 randomly chosen genes found to be deregulated in both *let-418(RNAi)* and *mep-1(RNAi)* larvae. The reactions were done in duplicate using independent batches of cDNA.
(0.30 MB TIF)

Figure S2 qRT-PCR analyses were performed on 6 genes deregulated only in *let-418(RNAi)* (A) and 6 only in *mep-1(RNAi)* (B) larvae. The expression of six of these genes was not affected, suggesting they represent false positive signals on their respective microarrays (*mcm-7*, *Y17G7B.10*, *W07G4.5* and *F09F7.7* for *let-418(RNAi*) microarrays; *ego-1* and *ama-2* for *mep-1(RNAi)* microarrays). The six remaining genes turned out to be deregulated in both, *let-418(RNAi)* and in *mep-1(RNAi)* L1 larvae. They correspond to false negative genes on their respective microarrays and can therefore be added to the pool of genes jointly regulated by LET-418 and MEP-1.
(0.43 MB TIF)

Figure S3 Extracts from *lin-40::gfp* mixed-stage worms were subjected to Superdex 200 gel filtration. Fractions were analyzed by Western blot using specific antibodies as indicated on the left of each panels, molecular weights and fraction numbers are indicated on the top.
(0.47 MB TIF)

# Supplementary material for: Different Mi-2 Complexes for Various Developmental Functions in Caenorhabditis elegans
**Source:** PLoS One. 2010 Oct 27;5(10):e13681. doi: 10.1371/journal.pone.0013681
**Supplement:** Materials and Methods S1 — Supplementary materials and methods. (0.05 MB DOC)

**Supplementary materials and method**

***Gel filtration***

Worms carrying a *lin-40::gfp* transgene were grown at 20°C on NGM plates. Harvested worms were resuspended in lysis buffer [13] and mechanically broken using a combination of polytronic disruption, sonication and micro-pestle homogenization. Cellular debris were pelleted by centrifugation and 1 ml cleared lysate (7 mg of proteins) was applied to a Superdex 200 gel filtration column (10/300 GL, GE Healthcare), and resolved in lysis buffer on an Äkta purifier (GE Healthcare). 250 l fractions were collected and subjected to SDS/PAGE followed by Western blotting analysis for co-fractionating GFP (Roche), LET-418 and CHD-3 (our antibodies), MEP-1, HDA-1 and LIN-53 proteins (generous gifts from A. Puoti, Y. Shi and R. Horvitz, respectively).

***Primers used for qRT-PCR analysis***

*act-1* left: 5'-GTAAGGATACCTCTCTTGGATTGG-3'

*act-1* right: 5'-ATCCATTGTCGGAAGACCAC-3'

*alh-7* left: 5'-GAGAAGGCCGTCCACTCAG-3'

*alh-7* right: 5'-CTAGCTCGGTTTCACGTTGG-3'

*ama-1* left: 5'-GAAGGTCGCAGGTGGATG-3'

*ama-1* right: 5'-CCATGATTTTTCGCTCCTG-3'

*amt-4* left: 5'-CATCCAGAAATGTCCTTGGAA-3'

*amt-4* right: 5'-TCATTCTGGATTTTCTCCTCTCA-3'

*apc-10* left: 5'-aaaggatgggtgaaaattcc-3'

*apc-10* right: 5'-agcactcgaaaatgacgaac-3'

*bath-36* left: 5'-gatctaccccactcacatgc-3'

*bath-36* right: 5'-ttggtccaaaatcaaaaacg-3'

*B0284.4* left: 5'-GCGCTAATGGAAGCACAGA-3'

*B0284.4* right: 5'- TCGTTTAGCGTCTTGCCTTT-3'

*cyp-13A11* left: 5'-GCTGGGAGCTTTAGCAAATTC-3'

*cyp-13A11* right: 5'-TCATAGTGAAGTGTCCACGTGTC-3'

*deps-1* left: 5'-CCATGCCAGAGACAGAGG-3'

*deps-1* right: 5'-ACGATTCGAATGTTGCAGTC-3'

*egg-3* left: 5'-ggatgctgaattcgatgaag-3'

*egg-3* right: 5'-gacgagcttttctcaaaacg-3'

*ego-1* left: 5'-gcaatccttggaatgtcatc-3'

*ego-1* right: 5'-gctccttcagtcgatttctg-3'

*E01G6.3* left: 5'-TGGATTCAGTAGACATATCGATCC-3'

*E01G6.3* right: 5'-AAAATCGTAACAGTTTTTGATAAGCA-3'

*fbxa-103* left: 5'-tgaagaacgcccttcactac-3'

*fbxa-103* right: 5'-tctcgaaaagctggagacac-3'

*F09F7.7* left: 5'-aattgacgggctcactctc-3'

*F09F7.7* right: 5'-ccgtagtcttgctttcttcg-3'

*F10D7.2* left: 5'-agattctccctttgcctacc-3'

*F10D7.2* right: 5'-tcgagacttttctgctctttg-3'

*him-3* left: 5'-AATAACGGAATCGACACGAA-3'

*him-3* right: 5'-CCGGTGAAGTTTCTTGATTG-3'

*H22K11.2* left: 5'-TGTCAAGAGGAATTCAAGGAAA-3'

*H22K11.2* right: 5'-CAGACTCTCGTAATTTTTCACCA-3'

*mcm-7* left: 5'-gcttcgtctatccacgattg-3'

*mcm-7* right: 5'-tgcgcttctcaattttgttc-3'

*mex-1* left: 5'-tcatcatcatcaacgtcgtc-3'

*mex-1* right: 5'-tgttctctggttttccgaac-3'

*nlp-5* left: 5'-gcatcttttgtggtttcctc-3'

*nlp-5* right: 5'-cctccaagagtgtcaaaacc-3'

*oma-2* left: 5'-ccacttgagactgaggaagc-3'

*oma-2* right: 5'-ctcaaacggactgattggac-3'

*pgl-1* left: 5'-GAAACAGTTGATGTTGGATGG-3'

*pgl-1* right: 5'-CTCGAAAAGTTGAGCGATATG-3'

*puf-3* left: 5'-ttctcgaagtctttgaactcg-3'

*puf-3* right: 5'-ttctcgaagtctttgaactcg-3'

*R09D1.5* left: 5'-TTTGACAAAATCTCCATGCAA-3'

*R09D1.5* right: 5'-CCATATGAATAAAAGCAAAAGACC-3'

*ttr-17* left: 5'-aacaaggaaggagaattcgag-3'

*ttr-17* right: 5'- acatcctggtttggtattgc-3'

*W07G4.5* left: 5'-acttgccgcttgtaatcttg-3'

*W07G4.5* right: 5'-tcgtgcatagctctgatgtc-3'

*Y17G7B.10* left: 5'-tttagcgggaattttgaatg-3'

*Y17G7B.10* right: 5'-ctgttcagttgctgatcgtg-3'

*Y38E10A.14* left: 5'-aacaatcgacagcaagaagc-3'

*Y38E10A.14* right: 5'-gtacttgattgggccagttg-3'

*Y41D4B.16* left: 5'-caaatcggttagggtacagc-3'

*Y41D4B.16* right: 5'-acttgagagcctgatgttgtg-3'

How the deposited data were processed for this re-analysis (not part of the article)

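RNA of *C. elegans* L1 larvae from 3 groups of 3 arrays was compared: *gfp(RNAi)* controls and larvae labelled *let-418(RNAi)* and *mep-1(RNAi)*. The authors deposited 1 MAS5 signal per probe set and array, a linear intensity, produced with AGCC and MAS5 (no version given), and their methods name a global scaling to a target whose value is not stated, a t-test of each pair of groups at p of at most 0.01, and a fold change of at least 2. Each of the 9 columns of values was matched to an array by its label, and 0 columns were left unmatched. The values ran from 0.0253 to 23450, with medians per array of 97.3, 96.1 and 117 (*gfp(RNAi)*), 146, 107 and 87.3 (*let-418(RNAi)*) and 109, 66.7 and 117 (*mep-1(RNAi)*).

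The statistical design assumed that the authors' scaling was contained in the values. The trimmed means differed between arrays, so the scaling that the methods describe was applied, a departure decided when these means were seen and before any call was counted. The signals of each array were multiplied by a factor (0.743 to 1.55) that brought the mean, after trimming 2.0% at each end, to 324. After scaling, the median log2 fold change of all probe sets was -0.03 and 0.02 for *let-418(RNAi)* and *mep-1(RNAi)* against *gfp(RNAi)*. With quantile normalization it was -0.08 and -0.07, and with unscaled signals -0.10 and -0.27.

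All 22548 probe sets were tested on the log2 scale with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with 3 group means fitted to all 9 arrays, tests 2-sided and p-values adjusted by the method of Benjamini and Hochberg. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2. The values were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Names of genes came from the platform's annotation, and gene neighbours from the WBcel235 annotation. For lists and named genes, the probe set with the highest mean log2 signal among those naming that gene alone stood for the gene. Of 2981 genes with several probe sets, 0 had probe sets called in opposite directions and 154 were called in some of them only on the arrays labelled *let-418(RNAi)*.

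Common probe sets were those called in the same direction in both comparisons. Their number and correlation were set beside groups simulated without change. There both comparisons shared simulated controls, and the noise was independent for each probe set. The calling was tested on simulated data with changes of known size (10 simulations of 22548 probe sets with 200 changed in each), with 4.2 false calls on average. The batch numbers in the labels pair the arrays. Residual correlations between arrays of the same number (9 pairs) were -0.03 to 0.10, with a mean of 0.04, and those between other arrays (18 pairs) -0.14 to 0.10, with a mean of -0.02. The batch was a block in an alternative only.

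The 32 gene lists were compiled from general knowledge, gene family names and genes the paper names, and a list of *pals* and intracellular pathogen response genes was added after the values were seen. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 32 lists. For the added list, whose genes were chosen after their values were seen, no camera p is given. The genes named are the 10 largest rises and falls in each comparison with *gfp(RNAi)* that changed the same way in all 3 batches, the 5 largest rises and falls between the knockdowns by the same rule, genes the paper names or gives qRT-PCR primers for, *let-418* and *mep-1*, and up to 4 members past the threshold of each list described. The tests, lists, naming rule and alternatives were chosen before the data were examined, apart from the scaling, the added list, the unscaled signals, the count of distinct genes by the methods' t-test, the tests of explanations for the *pals* genes, the *let-418* signal and the germline genes, and the splits that keep the batches or have the batch as a block.

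Alternatives were quantile normalization, an offset of 21.0 before log2, leaving out the dimmest part of the probe sets, no intensity trend, only the 6 arrays compared, the replicate block, limma at an unadjusted p of at most 0.01, no fold limit, the methods' t-test in 3 forms, each array left out, the mean of a gene's probe sets, distinct genes, and controls not shared. Precision is set by 3 arrays per group and by dim signals: the 25th percentile of the scaled signals was 20.2 to 21.9 in the 3 groups. The published lists of germline and early embryonic genes, the paper's table of P granule genes and arrays of *chd-3* larvae were not used here.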

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

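The tests of the *pals* genes, of the *let-418* signal and of the germline genes were chosen only after these results were seen.

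The *pals* and intracellular pathogen response genes, which the paper does not discuss, had median log2 fold changes of 5.69 and 5.90 on the arrays labelled *let-418(RNAi)* and *mep-1(RNAi)*, with 33 and 32 of 38 higher in limma and none lower (34 and 33 when adjusted over the list alone). The list was chosen after these values were seen, so these counts are not independent evidence of the rise. Low control signals as the whole cause are argued against by the lower of the medians with the offset, 3.85, and the choice of scaling by the lowest median under other scalings, 5.61. An accident in single cultures is argued against by the lowest of the 6 within-batch medians, 4.98. A cause shared by all 6 knockdown cultures, such as an infection, stays open beside the loss of the complex, which the design cannot separate from it.

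The *let-418* signal was higher on the arrays labelled *let-418(RNAi)*, by 0.94 on the log2 scale, where a knockdown would lower it. The *let-418* log2 fold change on the arrays labelled *mep-1(RNAi)* was 0.14 (standard error 0.18). This cannot decide whether the labels of the knockdowns were exchanged. It would do so only if the dsRNA lowers this signal, and neither targeted signal was lowered on the arrays with its label. An exchange of labels with the *gfp(RNAi)* arrays is argued against by the single call between the knockdowns, 0.0440% of those of *mep-1(RNAi)* against *gfp(RNAi)*. Whether the probe set measures the dsRNA or its products cannot be told apart from a change of the mRNA, since the position of the 440 bp insert is not given in the sources used here. A rise of the mRNA in response to loss of the protein was not tested.

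P granule, meiotic and oocyte genes passed camera as higher in both comparisons, also with an estimated correlation. Embryos past the start of zygotic transcription are argued against by the medians of early zygotic genes, of which the higher was 0.23, with upper quartiles of 0.34 and 0.49 where P granule medians were 1.04 and 1.28, and adults by the medians of the vitellogenins, of which the higher was -0.11, with upper quartiles of 0.73 and -0.02 and 0 of 5 past the test. Larvae with sperm are argued against by the higher median of the sperm genes, 0.10. More dividing germ cells cannot be told apart from higher expression per cell, since the higher median of the mitotic genes was -0.051 but their level in *gfp(RNAi)* larvae, 314 against 89.3 for P granule genes, would hide a small share. Embryos before zygotic transcription stay open in these values, as does expression in somatic cells, which the paper proposes. For the latter the paper also has direct evidence from staining. It lists ectopic PGL-1 staining in *let-418(RNAi)* and *mep-1(RNAi)* larvae and cites P granules in cells of the intestine and hypodermis. It also describes the germline of L1 larvae as not yet proliferating.

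*tag-293* differed between the knockdowns in a direct test, with a log2 fold change of -3.95, a call that was lost with the batch as a block (adjusted p = 0.14 from limma), with no intensity trend, with only the 6 arrays compared and without any one of the *let-418(RNAi)* arrays. The other results concern genes that the paper does not discuss as groups. Germline small RNA genes had medians of 0.34 and 0.58 on the arrays labelled *let-418(RNAi)* and *mep-1(RNAi)*. Collagens had medians of 0.57 and 0.43. F-box A genes had medians of 0.55 and 0.61. Cytochrome P450 genes had medians of -0.51 and -0.63. For UDP-glucuronosyltransferase genes the medians were -0.65 and -0.67. For glutathione S-transferase genes they were -1.11 and -1.38.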

How the results depend on the processing

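The unscaled signals and the count of distinct genes by the methods' t-test were chosen only after the values were seen. No correlation changed sign under an alternative, and no list test or named gene past its threshold reversed. Counts and shares cannot reverse, and several moved, as given below. Against *gfp(RNAi)*, medians changed sign only in lists that camera did not call, with unscaled signals for sperm, protease, molting, starvation, MEC, hypodermis, pharynx and early zygotic genes on the arrays labelled *mep-1(RNAi)*, with quantile normalization for sperm genes there (0.10 to -0.02), and with the offset for early zygotic genes on those labelled *let-418(RNAi)*. Between the knockdowns, 2 lists that camera called changed sign with unscaled signals, meiotic (0.16 to -0.06) and mitotic genes (0.17 to -0.05). Of 7938 values of named genes under alternatives, 7649 stayed on their side of the threshold, 265 lost the threshold and 24 gained it. Direction was compared only for values past the threshold in the main fit or in the alternative. Of 270 values past it in the main fit, 62 lost it in an alternative other than leaving out an array.

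The share of common probe sets that were higher was 67.4% with quantile normalization, 66.0% with no fold limit, 79.9% with the methods' t-test adjusted and 69.2% unscaled. The count on the arrays labelled *let-418(RNAi)* was 3476 with no fold limit, 1202 with the adjusted t-test and 1347 with the methods' t-test in distinct genes (1789 with limma in distinct genes). On the arrays labelled *mep-1(RNAi)* it was 3809 with no fold limit, 1515 with the methods' t-test, 1014 adjusted, 1394 on linear signals and 1304 with the t-test in distinct genes (1941 with limma). Common probe sets numbered 2756 with no fold limit, and 1111, 777, 979 and 967 with these forms of the t-test in the same order (1418 with limma in distinct genes). Dropping the fold limit adds calls by construction, and for the rest the cause was not tested.

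The percent of *let-418(RNAi)* calls that were common was 83.4 with the offset, 83.8 without the dimmest probe sets, 76.6 with only the 6 arrays compared, 71.2, 64.6, 60.8 and 71.8 with the t-test as it is, adjusted, on linear signals and in distinct genes, and 72.7 (without *mep-1(RNAi)* replicate 3) to 83.2 (without *let-418(RNAi)* replicate 3) leaving out arrays. The cause was not tested.

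The direct comparison of the knockdowns called 3 probe sets with the offset, 0 with no intensity trend, 0 with only the 6 arrays compared and 0 with the replicate block. It called 142 with limma at an unadjusted p of at most 0.01, 83 with the methods' t-test, 0 adjusted, 73 on linear signals and 71 in distinct genes. Leaving out arrays gave 0 (without *let-418(RNAi)* replicate 1, 2 or 3) to 14 (without *mep-1(RNAi)* replicate 3), and 2 without *gfp(RNAi)* replicate 3. The unadjusted settings admit more by construction, and otherwise the cause was not tested.

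The correlation of signed fold changes was 0.988 with the t-test on linear signals and 0.948 (without *mep-1(RNAi)* replicate 1) to 0.973 (without *mep-1(RNAi)* replicate 3) leaving out arrays. With unshared controls it was 0.457, 0.662, 0.439, 0.543, 0.708 and 0.644, from single arrays on each side. Single arrays set against the same *gfp(RNAi)* array within a batch gave 0.953 to 0.975. This argues against the use of single arrays as the whole cause of the lower values. The higher values go with a shared control, though those pairs also share their batch. Otherwise the cause was not tested.

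With the replicate block the counts against *gfp(RNAi)* were 2112 and 2296, with 1711 common. Of the gene lists, 13 passed in the same direction in both comparisons and 6 with an estimated correlation. Both counts include the genes with qRT-PCR primers and the other genes the paper names, which are not independent evidence. With an estimated correlation, camera gave adjusted p = 0.074 for sex determination, 0.14 for maternal and 0.42 for mitotic genes on the arrays labelled *let-418(RNAi)*. On those labelled *mep-1(RNAi)* it gave 0.11 for maternal genes. The cause was not tested. Dim signals limit the size of large fold changes, as the offset shows for *pals-28*, and the calls among the dimmest probe sets.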

Differences from the paper's values

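The count of distinct genes by the methods' t-test was chosen only after the counts were seen. The counts here are at an adjusted p under 0.05 from limma and a fold change of at least 2, where the paper's thresholds are an unadjusted p of at most 0.01 and the same fold.

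The paper gives 1113 genes for *let-418(RNAi)*, and 2096 probe sets were called here. Of the alternatives set before the data were examined, the offset (1545), the methods' t-test (1560), the same adjusted (1202) and on linear signals (1611) came within 1.5 times the paper's value. Quantile normalization, leaving out the dimmest probe sets, no intensity trend, only the 6 arrays compared, the replicate block, limma at p of at most 0.01, no fold limit, distinct genes and leaving out any array did not. For *mep-1(RNAi)* the paper gives 1104 and 2273 were called. The methods' t-test (1515), adjusted (1014) and on linear signals (1394) came within that range, while the offset (1659) and the others did not. For genes changed in both, the paper gives 914 and 1671 were found. The offset (1289), the methods' t-test (1111), adjusted (777) and on linear signals (979) came within it, and the others did not. Counted in distinct genes, a setting chosen after seeing the values, the methods' t-test gave 1347, 1304 and 967. How many of the paper's own called genes it drops cannot be given, since the paper's lists were not used here.

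The paper gives a correlation factor of 0.98 over common genes, and Pearson's r of the signed fold changes was 0.966. The offset (0.977), the methods' t-test on linear signals (0.988) and leaving out *let-418(RNAi)* replicate 1 (0.972), *mep-1(RNAi)* replicate 2 (0.972) or *mep-1(RNAi)* replicate 3 (0.973) came within the replicate error of it. The other alternatives, unshared controls included, did not. The value depends on the scale of the fold change. On the log2 scale r was 0.987, which lies within that error of the signed fold changes. It lies above the paper's value by more than the smaller replicate error of the log2 scale (SD 0.0018).

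The paper treats *mcm-7*, *nadk-2* (Y17G7B.10), *W07G4.5*, *nmad-1* (F09F7.7) and *ego-1* as called on one array list and, by qRT-PCR, as unaffected in both knockdowns. On the arrays *nadk-2* (1.38 and 1.21), *W07G4.5* (1.50 and 1.10), *nmad-1* (1.55 and 1.01) and *ego-1* (1.22 and 1.52) were called in both comparisons, and *mcm-7* (-0.92 and -0.90) passed the adjusted p in both without the fold limit. The germline genes that the paper names, among them *pgl-1*, *glh-1*, *deps-1*, *gld-1*, *pos-1* and *him-3*, were higher here too. For *pgl-1*, however, the paper's qRT-PCR gives far larger fold changes in both knockdowns than the arrays gave here. The paper links the falling genes outside the germline mainly to aromatic amino acid metabolism. Of 22 measured genes of aromatic amino acid and monoamine metabolism, 2 were lower and 2 and 1 higher here. The paper also links early genes that rise to mitotic and meiotic functions. Of 72 mitotic and replication genes 8 and 9 were higher and 15 and 7 lower here, while of 32 meiotic genes 22 and 24 were higher and 1 lower. The paper's links come from gene ontology terms among its called genes, while these counts cover separately compiled lists. No such test was run here, so the counts neither bear out nor contradict the links.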

Other observations

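The splits that keep the batches, the splits with the batch as a block and the unscaled signals were chosen only after other results were seen. More genes fell than rose in families of detoxification enzymes, beside intestine markers with medians of -0.47 and -0.32. Of 40 glutathione S-transferase genes, 22 and 23 were lower and 1 and 2 higher at an adjusted p under 0.05 from limma on the arrays labelled *let-418(RNAi)* and *mep-1(RNAi)* (26 and 29 lower and 2 and 3 higher when adjusted over the list alone, camera adjusted p = 2.4e-12 and 4.9e-14, and adjusted p = 0.051 and 0.037 with an estimated correlation), with *gst-4* at log2 fold changes of -2.51 and -2.58 and *gst-33* at -3.25 and -3.67. Of 64 UDP-glucuronosyltransferase genes, 29 and 27 were lower and 6 and 4 higher (31 and 32 lower and 6 and 5 higher when adjusted over the list alone, camera adjusted p = 4.9e-08 and 7.1e-09, and adjusted p = 0.025 and 0.019 with an estimated correlation), with *ugt-29* at -2.44 and -3.58. Of 70 cytochrome P450 genes, 26 and 29 were lower and 7 and 9 higher (30 and 33 lower and 9 and 12 higher when adjusted over the list alone, camera adjusted p = 2.6e-05 and 1.8e-06, and adjusted p = 0.088 and 0.059 with an estimated correlation).

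Of 144 collagens, 36 and 32 were higher and 1 was lower in both (41 and 33 higher and 1 lower when adjusted over the list alone, camera adjusted p = 5.2e-09 and 4.4e-06, and adjusted p = 0.21 and 0.38 with an estimated correlation), with *col-91* at 3.67 and 3.47. Of 135 F-box A genes, 49 and 48 were higher and 3 and 4 lower (55 and 57 higher and 7 and 8 lower when adjusted over the list alone, camera adjusted p = 1.2e-08 and 3.4e-08, and adjusted p = 0.075 and 0.079 with an estimated correlation). Of 202 C-type lectin genes, 14 and 18 were higher and 30 and 25 lower (14 and 18 higher and 33 and 25 lower when adjusted over the list alone, camera adjusted p = 0.024 and 0.36, and adjusted p = 0.28 and 0.74 with an estimated correlation). The first of these calls was lost with quantile normalization (camera adjusted p = 0.062) and without *let-418(RNAi)* replicate 1 (0.053). Of 26 histone genes, 5 and 2 were higher and 1 and 2 lower (9 and 2 higher and 1 and 2 lower when adjusted over the list alone, camera adjusted p = 0.015 and 0.36, and adjusted p = 0.63 and 0.92 with an estimated correlation). The first call was lost without *gfp(RNAi)* replicate 3 (camera adjusted p = 0.16) or *let-418(RNAi)* replicate 1 (0.073). On the arrays labelled *mep-1(RNAi)* the histone list passed without *gfp(RNAi)* replicate 1 (0.013).

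Several lists did not pass camera in either comparison. Of 21 molting genes, 2 were higher in both (camera adjusted p = 0.4 and 0.6), with a median on the arrays labelled *mep-1(RNAi)* of 0.17 that turned to -0.12 unscaled. Of 11 heat shock genes, 1 was higher and 2 were lower in both (0.65 and 0.6). Of 24 starvation and fat oxidation genes, 4 and 5 were higher and 3 and 1 lower (0.49 and 0.8), with a median of 0.03 that turned to -0.25 unscaled. Of 75 cytosolic ribosomal protein genes, 1 was higher in both (0.59 and 0.2), but the list passed as lower without *gfp(RNAi)* replicate 3 (0.013 and 0.0011), on the arrays labelled *let-418(RNAi)* without their replicate 3 (0.015), on those labelled *mep-1(RNAi)* without their replicate 2 (0.036) and there with unscaled signals (0.0035), and its medians within batches ran from -0.39 to 0.47. Of 5 vitellogenins 0 passed (0.88 and 0.91). Of 10 genes of MEC, NuRD and homologues, *let-418* alone was higher, on its own arrays (0.88 and 0.91), with a median on the arrays labelled *mep-1(RNAi)* of 0.04 that turned to -0.24 unscaled, and medians and tests that differed in sign. Of 25 synMuv B and germline chromatin genes, *dpl-1* alone was higher, on the arrays labelled *mep-1(RNAi)* (0.2 and 0.27). Adjusted over the list alone, 2 molting genes were higher in both, 1 heat shock gene was higher and 2 were lower in both, 6 and 5 starvation genes were higher and 3 and 1 lower, *let-418* passed, and none of the ribosomal, vitellogenin or synMuv B genes did.

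Of 16 other genes the paper names, which are not independent evidence, 11 were higher and 2 lower in both, likewise when adjusted over the list alone (camera adjusted p = 5.2e-08 and 5.7e-08, and adjusted p = 0.021 and 0.019 with an estimated correlation).

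*fbxa-103*, which the paper follows with other assays, had signals of 3.47 and 10.8 on the arrays labelled *let-418(RNAi)* and *mep-1(RNAi)*, near the floor of the array (adjusted p = 0.77 and 0.79 from limma).

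Regrouping the arrays gives 10 splits for each comparison, too few for a share under 0.05. The real split of *let-418(RNAi)* and *gfp(RNAi)* arrays called 2096 probe sets and the highest other split 0, so that 1 split was as large, and for *mep-1(RNAi)* 2273 and 0, again 1 split. Between the knockdowns 2 splits called as many as the real one, with 1 in the real split and 30 in another, which points to a structure of the arrays. That split sets both arrays of batch 1 against both of batch 3 and parts batch 2, but the other split that does so called 0, so that opposing these batches is not enough to give the calls. With the batch as a block the real split called 0 and the split with 30 calls 2. The splits that part every batch pair number 4, and the highest other among them called 0. For common probe sets, 3 of 100 splits drawn without regard to the batches were as large as the real one (1671). Of 100 drawn from the 108 that keep 1 array of each batch in each group, 4 were as large. Both shares lie under 0.05. Every split as large kept the *gfp(RNAi)* arrays together, so the shares set these arrays against the pooled knockdown arrays. They cannot test whether the 2 knockdowns agree. Of the splits drawn freely, the other two kept the *gfp(RNAi)* arrays together and mixed the knockdowns (1709 and 1733), and with the *gfp(RNAi)* arrays mixed the highest was 1. Where the batches were kept, the other 3 also kept the *gfp(RNAi)* arrays together, the highest of them with 1733, and the highest with these arrays mixed was again 1.

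A hypothesis written before its test was that risen genes lie next to each other along the chromosomes more often than chance. Of 13182 adjacent pairs with different family names, 103 held genes risen in both comparisons, where 1000 shuffles gave 45.5 on average and 70 at most, a ratio of 2.27 to their mean. Operons may account for part of this and were not tested.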
